# Mutation of cancer driver *MLL2* results in transcription stress and genome instability

**DOI:** 10.1101/gad.275453.115

**Published:** 2016-02-15

**Authors:** Theodoros Kantidakis, Marco Saponaro, Richard Mitter, Stuart Horswell, Andrea Kranz, Stefan Boeing, Ozan Aygün, Gavin P. Kelly, Nik Matthews, Aengus Stewart, A. Francis Stewart, Jesper Q. Svejstrup

**Keywords:** MLL2, KMT2D, genomic instability, transcription, cancer, mutation

## Abstract

Genome instability is a recurring feature of tumorigenesis. Mutation in *MLL2*, encoding a histone methyltransferase, is a driver in numerous different cancer types, but the mechanism is unclear. Here, we present evidence that *MLL2* mutation results in genome instability. Mouse cells in which *MLL2* gene deletion can be induced display elevated levels of sister chromatid exchange, gross chromosomal aberrations, 53BP1 foci, and micronuclei. Human *MLL2* knockout cells are characterized by genome instability as well. Interestingly, MLL2 interacts with RNA polymerase II (RNAPII) and RECQL5, and, although *MLL2* mutated cells have normal overall H3K4me levels in genes, nucleosomes in the immediate vicinity of RNAPII are hypomethylated. Importantly, *MLL2* mutated cells display signs of substantial transcription stress, and the most affected genes overlap with early replicating fragile sites, show elevated levels of γH2AX, and suffer frequent mutation. The requirement for MLL2 in the maintenance of genome stability in genes helps explain its widespread role in cancer and points to transcription stress as a strong driver in tumorigenesis.

## Abstract (precis)

In this study, Kantidakis et al. investigate the mechanism underlying the role of MLL2 in tumorigenesis and find that MLL2 mutation causes genome instability. They show that MLL2 mutated cells display signs of substantial transcription stress, and the most affected genes overlap with early replicating fragile sites, show elevated levels of γ-H2AX, and suffer frequent mutation.

It has become increasingly clear that transcription, an essential and tightly regulated process, is associated with genome instability (Aguilera and Gomez-Gonzalez 2008; Svejstrup 2010). The mechanisms are still poorly understood, but transcription-associated genome instability is at least partly caused by clashes with the replication fork, resulting in mutagenesis or chromosomal breaks that can lead to genome reorganization (Bermejo et al. 2012; Kim and Jinks-Robertson 2012; Helmrich et al. 2013). Since the acquisition of genomic instability is a pivotal event during tumorigenesis (Hanahan and Weinberg 2011), understanding the mechanisms that maintain genome integrity during transcription is of great importance.

We recently reported that RECQL5, a member of the RECQ family of helicases, is a general RNA polymerase II (RNAPII) elongation factor that is important for preserving genomic stability during transcription (Saponaro et al. 2014). Indeed, depletion of RECQL5 results in increased pausing, stalling, arrest, and/or backtracking (collectively referred to as transcription stress) at sites that overlap with regions of genome instability. RECQL5 serves as an interesting example of proteins that function at the interface between several cellular processes, such as transcription, DNA replication, and recombination, to maintain genome integrity.

Chromatin poses a substantial challenge for the transcribing RNAPII. As it transcribes through nucleosomes, RNAPII interacts with chromatin-modifying enzymes, affecting chromatin structure and nucleosome displacement/reassembly. In the absence of tightly regulated cotranscriptional chromatin rearrangement, transcript elongation can be interrupted, resulting in transcription stress and potential disturbance of the integrity of the transcribed region (Svejstrup 2007; Selth et al. 2010; Saponaro et al. 2014). In light of these considerations, it is intriguing that mutations in chromatin-regulating enzymes have been identified in several recent cancer genome-sequencing projects (for recent reviews, see Roy et al. 2014; Van Rechem and Whetstine 2014). For example, the gene encoding *MLL2*, a histone H3 Lys4 (H3K4) methyltransferase (HMT), is mutated in a large number of different cancers. These include diffuse large B-cell lymphoma (Pasqualucci et al. 2011), follicular lymphoma (Okosun et al. 2014), medulloblastoma (Parsons et al. 2011; Pugh et al. 2012), pediatric cancers (Huether et al. 2014), breast cancer (Stephens et al. 2012), lung carcinomas (The Cancer Genome Atlas Research Network 2012; Ross et al. 2014; Yin et al. 2014), parathyroid carcinoma (Kasaian et al. 2013), esophageal squamous cell carcinoma (Gao et al. 2014; Song et al. 2014), head and neck squamous carcinomas (Seiwert et al. 2015), renal carcinoma (Dalgliesh et al. 2010), urothelial bladder carcinoma (Balbas-Martinez et al. 2013), and prostate cancer (Grasso et al. 2012).

MLL2 (also known as ALR or KMT2D; human gene ID 8085; originally called MLL4 in mice) is the largest member (594 kDa) of the Trithorax-type HMTs (Ruthenburg et al. 2007). In mammals, this group of enzymes also includes SETD1A, which appears to be responsible for the majority of cellular H3K4 trimethylation (H3K4me3) (Bledau et al. 2014), as well as MLL1, MLL3, and MLL4. MLL1 has been extensively studied due to its well-established role in leukemia (Li and Ernst 2014), but less is known about the other members of the group. The closely related proteins MLL2 and MLL3 reside in nearly identical complexes, termed ASCOM (Lee et al. 2009). Recent studies have provided evidence for a role for MLL2 and MLL3 in histone H3K4 methylation at enhancers (Hu et al. 2013; Lee et al. 2013; Cheng et al. 2014), and it has thus been suggested that their role in cancer might be explained through deregulated expression of oncogenes and tumor suppressors (Herz et al. 2014). However, the transcriptome of cells lacking MLL2 shows remarkably few differences from that of the wild-type counterpart, leaving few clues to explain tumorigenesis this way (Issaeva et al. 2007; Guo et al. 2012).

In the process of generating interactomes for a number of transcription proteins, we observed that MLL2 associates with RECQL5, prompting us to investigate whether MLL2 might play a role in maintaining genome stability in genes. Here we report that *MLL2* mutation indeed gives rise to significant genomic instability in areas overlapping with early replicating fragile sites (ERFSs). This may be explained by the involvement of MLL2 in transcript elongation and specifically in mediating elongation-associated histone H3K4 methylation. Indeed, cells mutated for *MLL2* display significant transcription stress in short, highly active genes, which overlap with the sites of genome instability. Together, these findings can potentially explain the surprisingly widespread involvement of MLL2 in human cancer.

## Results

### MLL2 interacts with RECQL5

A human cell line expressing a Flag-tagged version of the RECQL5 protein (Aygun et al. 2008) was used to perform affinity purification experiments followed by mass spectroscopy. This established that RECQL5 associates with RNAPII subunits and several transcription-related factors, including elongation factors (SPT5 and SPT6), and the Mediator and Integrator complexes (Supplemental Fig. S1; Supplemental Table S1). These results complemented previous data showing that RECQL5 interacts with the elongating form of RNAPII (Aygun et al. 2008). Unexpectedly, however, we also detected MLL2 with high confidence (Supplemental Fig. S1A). Subsequent high-sensitivity mass spectroscopy analysis confirmed the interaction between RECQL5 and MLL2, and several other components of the MLL2 complex were now also identified, including the PTIP subunit (see Fig. 5, below; Supplemental Fig. S1B; Supplemental Table S2). Notably, we consistently failed to detect MLL3 in these experiments.

### Mouse cells defective for MLL2 present genomic instability

RECQL5 has a well-established role in maintaining genomic stability (Aygun and Svejstrup 2010; Saponaro et al. 2014). While the mechanistic relevance of MLL2–RECQL5 interaction is yet to be investigated, the connection spurred us to investigate the potential role of MLL2 in the maintenance of genome integrity. For this purpose, we initially used immortalized mouse embryonic fibroblasts (MEFs) in which both *MLL2* alleles were targeted by loxP (F/F cells). Addition of tamoxifen to these cells for 24 h resulted in the complete excision of *MLL2* exons 3–5 (hereafter referred to as FC/FC cells), loss of mRNA over the targeted regions, and a change in reading frame that inserts a stop codon, as designed (Supplemental Fig. S2).

*MLL2* FC/FC and control cells were used in a variety of assays to test the hypothesis that MLL2 affects genome integrity. First, we measured sister chromatid exchange in *MLL2* FC/FC and the parental F/F cells as well as independently derived +/FC control cells and their parental +/F cells. The latter cells were included to exclude the possibility that expression of Cre recombinase in itself had an effect. Interestingly, although sister chromatid exchange was measured after only a limited number of cell doublings after *MLL2* excision, the FC/FC cells presented significantly higher levels of exchange than parental cells, while this was not the case for the +/FC control cells (Fig. 1A).

**Figure 1.**
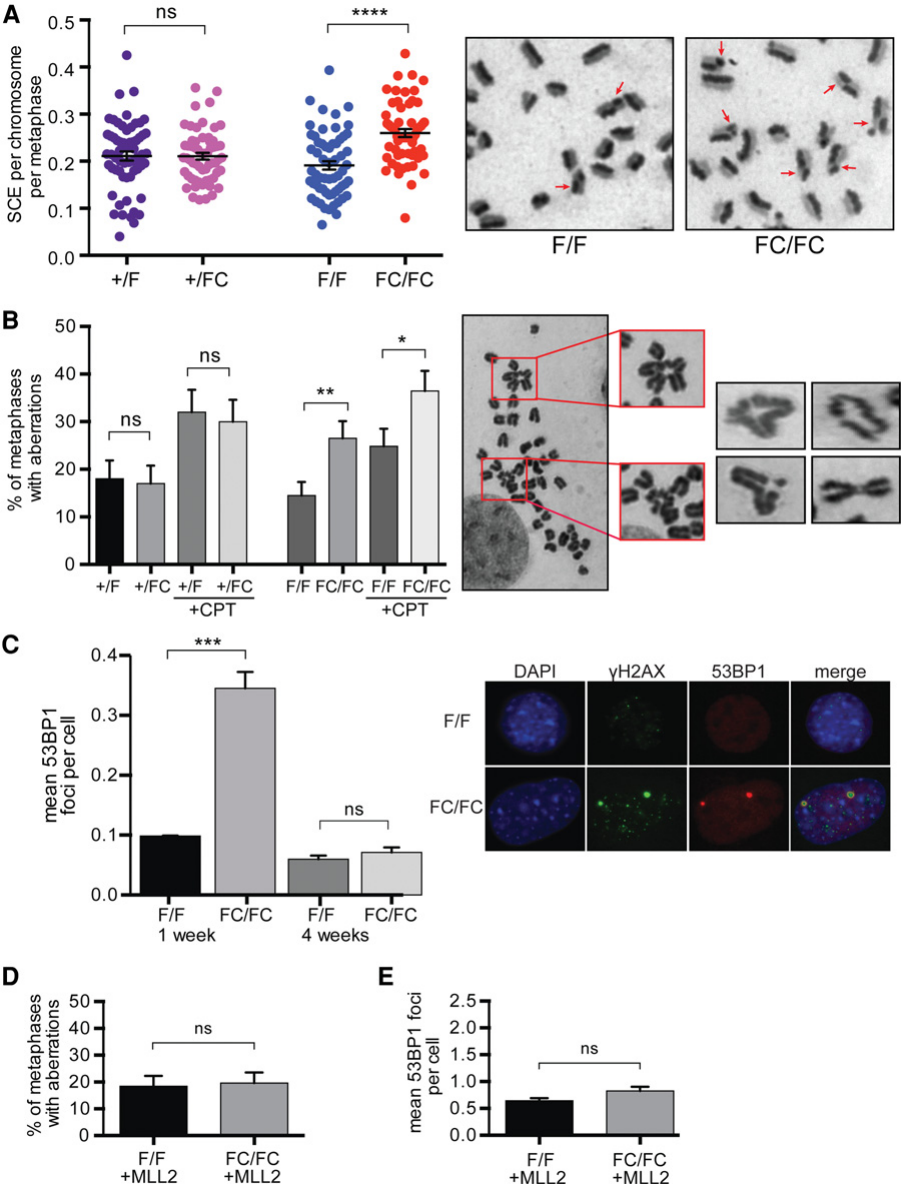
Genomic instability phenotypes in *MLL2* FC/FC mouse MEF cells. (*A*) Sister chromatid exchange quantification. Each dot represents a metaphase. *n* = 60 metaphases for each cell line. The red arrows indicate sister chromatid exchange events. (*B*) Gross chromosomal aberration (GCA) quantification in the presence or absence of camptothecin (CPT). Representative examples of aberrations are shown in the images at the *right*. *n* ≥ 100 metaphases for each cell line/treatment. (*C*) Immunofluorescence using antibodies against 53BP1 (red) and γH2AX (green). Nuclei are shown in blue. *n* = 3 independent experiments scoring >500 cells in total for each cell line. (*D*) GCA quantification in MLL2 BAC rescue experiments. *n* ≥ 100 metaphases from two different *MLL2* bacterial artificial chromosome (BAC) clones for each cell line. (*E*) 53BP1 quantification in *MLL2* BAC rescue experiments. *n* = 6 independent experiments from two different *MLL2* BAC clones scoring >1500 cells in total for each cell line. *P*-values were determined by Mann-Whitney test. Error bars represent SEM. For all figures in this study, *P* < 0.05 (*), *P* < 0.01 (**), *P* < 0.001 (***), *P* < 0.0001 (****), and not significant (ns).

We next looked at gross chromosomal aberrations (GCAs), including radial chromosomes, chromosomal fusions, and chromatid breakages. The FC/FC cells presented significantly higher levels of GCAs than the paternal cells, at a level similar to that of cells treated with camptothecin (CPT), a topoisomerase 1 inhibitor that generates DNA damage. Not surprisingly, the number of GCAs in the FC/FC cells increased even further after treatment with CPT (Fig. 1B).

If manipulation of MLL2 indeed results in DNA lesions, then these might be marked by phosphorylation of H2AX (a form designated γH2AX) (Rogakou et al. 1998), while 53BP1 nuclear bodies (Lukas et al. 2011) might also be manifested. Indeed, elevated levels of 53BP1 foci that colocalized with γH2AX were frequently detected in FC/FC cells (Fig. 1C, right panel). Using automatic recognition software for quantification (Carpenter et al. 2006), a threefold or greater increase in 53BP1 foci was observed in the FC/FC cells 1 wk after *MLL2* excision (Fig. 1C, left panel). No difference was detected between +/FC and +/F cells (Supplemental Fig. S3A). Interestingly, the increase in 53BP1 foci in FC/FC cells was only transient, as the levels were consistently indistinguishable from the controls when cells were instead grown for 4 wk (Fig. 1C, left). We also scored the cells for the presence of micronuclei as another sensitive indicator of genome instability. A marked increase of micronuclei was observed in FC/FC cells, which, like the increase in 53BP1 foci, was transient (Supplemental Fig. S3B). As expected, control cells showed no significant change (Supplemental Fig. S3C). A trivial explanation for the transient nature of some of these changes might be if a subgroup of cells failed to excise *MLL2* and were then clonally expanded during subsequent cell culture. However, *MLL2* loss was similarly complete in cells grown for 1 wk and 1 mo (data not shown). This suggests that cells become genomically unstable immediately after the loss of MLL2 function but somewhat stabilize with time so that only some features of genome instability remain observable.

Similar to our previous analysis of RECQL5 (Saponaro et al. 2014), we also used comparative genomic hybridization (CGH) to detect genomic regions that were gained or lost as a result of disabling MLL2 function. A limited number of recurring events was identified (Supplemental Fig. S4A), which occurred independently in two experiments performed 1 or 4 wk after *MLL2* excision. We confirmed by γH2AX chromatin immunoprecipitation (ChIP) that the regions encompassing the break sites detected by CGH were indeed subject to genomic alteration/damage (Supplemental Fig. S4B).

Together, the data above provide compelling evidence that *MLL2* mutation results in genome instability. To confirm that the cellular defects above were due to loss of MLL2 function, we used a stable F/F cell line carrying a bacterial artificial chromosome (BAC) expressing wild-type MLL2, as we could not consistently and convincingly detect the ∼600-kDa MLL2 protein by Western blotting. The resulting cell line was treated with tamoxifen to excise the floxed MLL2 alleles but leave the BAC-encoded allele intact. Gratifyingly, FC/FC cells expressing MLL2 from the integrated BAC had levels of GCAs and 53BP1 foci that were indistinguishable from the parental cells (Fig. 1, cf. D,E and B,C, respectively).

We conclude that mutation of *MLL2* in mouse cells results in genomic instability.

### Human cells defective for MLL2 show genome instability as well

We also investigated whether MLL2 affects genome stability in human cells. For this purpose, we used two independently derived *MLL2* knockout cell lines: KO19 and KO34. As controls, the parental HCT116 line as well as a *MLL2*-*Flag* wild-type cell line were used (all were from Guo et al. 2012). As expected from the experiments with mouse cells, human cells lacking MLL2 had higher levels of sister chromatid exchange compared with the two control cell lines (Fig. 2A). The human *MLL2* knockout cells did not show GCAs under normal conditions but were significantly more sensitive than the controls to treatment with CPT (Fig. 2B). We also measured 53BP1 foci in the human *MLL2* knockouts but found no significant difference (Supplemental Fig. S3D). Given that these human cells are stable knockout lines, this was not unexpected, as the number of 53BP1 foci were also only transiently elevated in the mouse *MLL2* FC/FC cells (see Fig. 1C). In general, these experiments are consistent with the idea that *MLL2* mutation promotes transient and substantial genome instability, which, to some extent, stabilizes with time.

**Figure 2.**
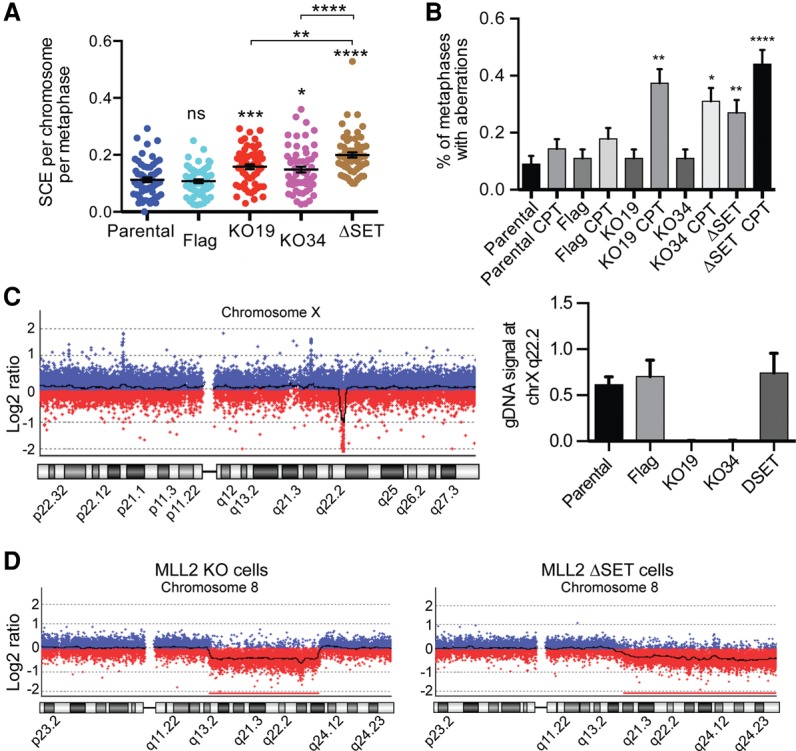
MLL2 maintains genomic stability in human HCT116 cells. (*A*) Sister chromatid exchange quantification. The parental and *MLL2* Flag-tagged cells were used as controls. Each dot represents a metaphase. *n* = 60 metaphases for each cell line. (*B*) GCA quantification in the presence or absence of CPT. *n* ≥ 100 metaphases for each cell line or treatment. (*C*, *left*) CGH profile of chromosome X (chrX) in MLL2 KO19 cells compared with the parental line. The *COL4A5/6* locus at q22.3 is lost. (*Right*) Genomic DNA PCR for the *COL4A5/6* locus. (*D*) CGH profile of chromosome 8 (chr8) in MLL2 KO19 and ΔSET cells compared with the parental line. Error bars represent SEM. *P*-values were determined by Mann-Whitney test.

We also hypothesized that since the human *MLL2* knockouts are stable cell lines that have undergone several divisions without MLL2, copy number changes in genomic loci might have accumulated to a higher level than that observed in the mouse cell lines. We therefore again performed CGH experiments, this time comparing the two independently derived human *MLL2* knockouts with the parental or Flag-tagged cell lines. We detected 18 aberrations (11 gains and seven losses) that were detected in either one or both knockout lines, compared with the controls (Supplemental Fig. S5A).

Gene expression microarray analyses using the same cell lines have already been published, and only relatively few genes are affected by *MLL2* deletion (Guo et al. 2012). Given that several different genomic regions are lost or gained with a high frequency in the human *MLL2* knockout cells, we compared the list of genes whose expression was affected by *MLL2* deletion (Guo et al. 2012) with the genes that were affected by the genomic gains or losses in our CGH assays. Remarkably, close to one out of five of the genes with lower expression in *MLL2* knockout cells are located in genomic regions that were lost, while approximately one in 10 of the genes with higher expression are in genomic regions that were called as gains in our CGH analysis. The gene with the lowest level of expression in *MLL2* knockout cells, *COL4A5* (Guo et al. 2012), was actually completely lost in both *MLL2* knockout cells lines, as confirmed by quantitative PCR (qPCR) of genomic DNA (Fig. 2C). These experiments show that lack of MLL2 can result in losses or gains of genomic loci, which in turn may affect the transcriptome and be misinterpreted as reduced levels of transcription by gene expression analysis.

We next investigated whether the SET domain, the catalytic methyltransferase domain of MLL2, might be important for maintaining genome stability. To this end, we again used a human cell line derived by the He laboratory (Guo et al. 2013) that expresses a form of MLL2 lacking the SET domain, located at the extreme C-terminal of the protein (ΔSET). Remarkably, sister chromatid exchange assays showed not only that ΔSET cells had a significantly higher number of exchange events than the parental and Flag-tagged control cells but that genomic instability was significantly increased even compared with the *MLL2* knockout cell lines (Fig. 2A). Moreover, we found that, in contrast to the knockout cells, the metaphase chromosomes of the ΔSET cells had a significantly elevated number of abnormalities even in the absence of CPT, which was further increased by CPT treatment (Fig. 2B). Together, these data indicate that cells expressing MLL2 lacking the SET domain show even more genome instability than cells expressing no MLL2 at all.

To further expand on this finding, we performed CGH experiments to map gains and losses in the ΔSET cells. Twenty-nine aberrations (15 losses and 14 gains) were uncovered (Supplemental Fig. S5B). Interestingly, half of the aberrations (nine of 18) found in the knockout cell lines were also detected in the ΔSET cells. On the other hand, certain aberrations, such as the loss of *COL4A5* (Fig. 2C), were not observed in the ΔSET cells, and vice versa. Moreover, some regions, such as on chromosome 8, were lost to an even larger extent in ΔSET cells than in the knockout cell lines (Fig. 2D).

Together, the data presented thus far indicate that MLL2 is important for maintaining genome stability in both mouse and human cells and that loss of its SET domain strongly affects the process.

### Elevated levels of transcription-associated DNA damage in MLL2 mutants

The data above establish that *MLL2* mutation results in pronounced genome instability, but the underlying mechanism remained unclear. We first considered the possibility that genome instability in the *MLL2* mutated cells might be brought about indirectly; for example, through deregulation of repair genes. However, *MLL2* mutation had a barely discernable effect on gene expression in our mouse cells, as previously observed in human cells (Issaeva et al. 2007; Guo et al. 2012). Indeed, we found that only 37 genes showed increased expression, while 55 had decreased expression (greater than twofold) in *MLL2* FC/FC mouse cells (Supplemental Table S3). Importantly, none of the encoded proteins are involved in the maintenance of genome stability.

To try to identify specific sites of genome instability in *MLL2* FC/FC cells, we performed genome-wide analysis with γH2AX as a proxy for DNA damage and H2AX and H3 as controls. As previously noted by others (Iacovoni et al. 2010; Seo et al. 2012), γH2AX was enriched in transcribed regions and depleted from intergenic regions (Supplemental Fig. S6A,B). We therefore focused our further analysis on genes. Importantly, many genes had significantly higher levels of γH2AX in *MLL2* FC/FC cells. As a matter of fact, the most affected genes (414; 10% of total) had almost 50% higher γH2AX density, on average, in *MLL2* FC/FC cells than in wild type (Fig. 3A; Supplemental Table S4). The validity of the ChIP sequencing (ChIP-seq) data were confirmed by ChIP-qPCR experiments for several genes (Supplemental Fig. S6C), and we also confirmed the γH2AX occupancy data using a distinct anti-γH2AX antibody (Supplemental Fig. S6D). More modest average increases for γH2AX occupancy were observed when all active genes were computed (Fig. 3A, all active). Importantly, little or no increase in the levels of the (unphosphorylated) H2AX histone variant itself was detected in *MLL2* FC/FC cells (Fig. 3A), supporting the conclusion that the elevated γH2AX levels indeed signify DNA damage, as expected. Together, these data are consistent with the chromosome-level results presented in Figures 1 and 2: *MLL2* mutation results in DNA damage—marked by γH2AX, which can be mapped by ChIP-seq to high resolution—and appears to be particularly prevalent in a subset of genes. As a representative example, γH2AX density was clearly increased across the *HIST1H1D* gene in *MLL2* FC/FC cells (Fig. 3B, left, top two panels; see also Supplemental Fig. S7A).

**Figure 3.**
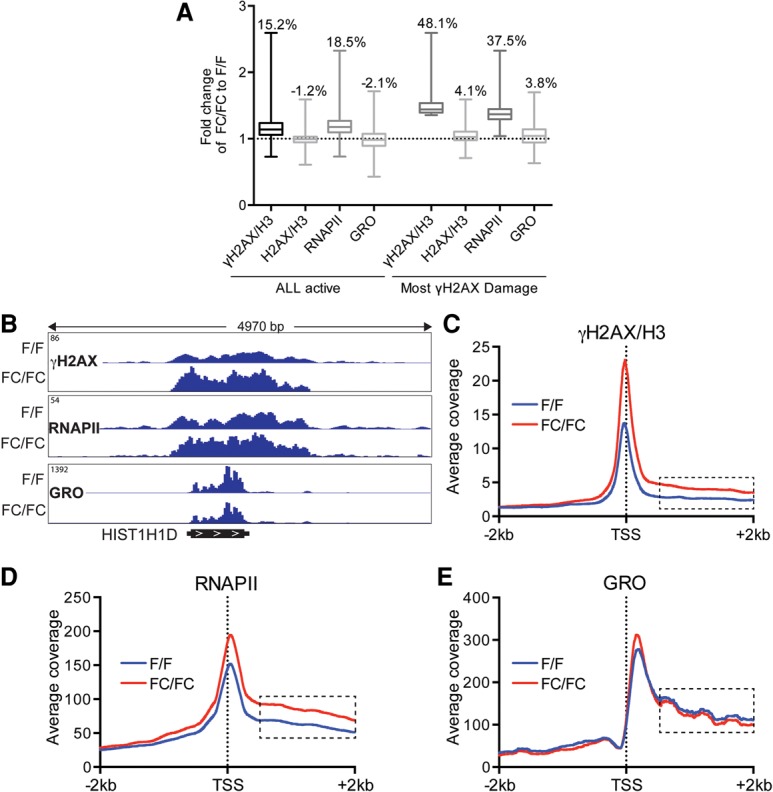
RNAPII ChIP-seq, γH2AX ChIP-seq, and genome-wide nuclear run-on sequencing (GRO-seq) profiles in MLL2 mutated cells. (*A*) Fold change variation in γH2AX/H3, H2AX/H3, RNAPII ChIP-seq density levels and GRO-seq levels over the gene body ±500 base pairs (bp) in FC/FC versus F/F cells in all actively transcribed genes or genes with the most DNA damage, as indicated. The whiskers denote minimum to maximum. The depicted arithmetic values represent geometric mean differences. (*B*) ChIP-seq profiles over the *HIST1H1D* gene for γH2AX, RNAPII, and GRO-seq in F/F and FC/FC cells. Profiles of γH2AX (normalized to H3) (*C*), RNAPII (*D*), or GRO (*E*) for the genes with the most DNA damage.

Because MLL2 interacts with elongation factor RECQL5, we also characterized transcript elongation and transcription stress in particular. For this purpose, we combined RNAPII ChIP-seq with genome-wide nuclear run-on sequencing (GRO-seq) analysis. Indeed, RNAPII ChIP-seq data can be difficult to interpret in isolation. For example, accumulation of RNAPII in the transcribed region of a gene can be explained in two different ways: by increased rates of transcriptional initiation (and thus elevated transcription/RNAPII levels) or, in stark contrast, by “slow elongation” such as that caused by transcription stress (see Ehrensberger et al. 2013 for details). Crucially, GRO-seq data can distinguish between these possibilities. Indeed, if the rise in RNAPII ChIP density inside a gene is due to higher initiation rates, then nascent transcription (the GRO signal) should also be elevated. Otherwise, it must be due to slow elongation/transcription stress (referred to here as transcription stress for simplicity). To identify genes with transcription stress in MLL2 FC/FC cells, we thus selected genes that had elevated levels of RNAPII by ChIP-seq but did not have a correlating increase in nascent transcription—i.e., GRO-seq—levels. As a representative example, RNAPII occupancy was clearly increased across the *HIST1H1D* gene in *MLL2* FC/FC cells, while nascent transcription was reduced (Fig. 3B, four bottom panels; see also Supplemental Fig. S7A). We confirmed the sequencing data at this and a couple of other genes by independent ChIP-qPCR experiments (Supplemental Fig. S7B).

In an initial attempt to address whether genes experiencing DNA damage also showed transcription stress, we now focused on the promoter-proximal region (transcription start site [TSS] ± 2 kb) of the 414 genes that had the highest levels of DNA damage (γH2AX) in *MLL2* FC/FC cells. Interestingly, not only γH2AX but also RNAPII occupancy was elevated in this region in MLL2 FC/FC cells and particularly so in the transcribed region from 500 base pairs (bp) downstream from the TSS, in the region where processive transcript elongation gets under way (Fig. 3C,D, see stippled boxes). Remarkably, however, although the mean RNAPII occupancy was clearly increased in the FC/FC cells (Fig. 3D), the level of nascent RNAPII transcription remained the same or was slightly decreased (Fig. 3E). A similar trend, but to a much smaller extent, was observed in active genes in general but without a noticeable increase in γH2AX levels (Supplemental Fig. S8A–C). The uncoupling of RNAPII occupancy and nascent mRNA production strongly indicates that transcript elongation is perturbed in the absence of MLL2, correlating with DNA damage at the most affected genes. As slow elongation will not normally affect gene expression levels (Ehrensberger et al. 2013), this is also in agreement with the finding that *MLL2* mutation affects the dynamics of transcription but not steady-state levels of mRNA expression at these genes.

### Increased transcription stress is associated with DNA damage

To more generally examine the connection between DNA damage and slow elongation/transcription stress in *MLL2* FC/FC cells, the extent of overlap between them was analyzed. As indicated above, we defined “transcription stress genes” as those with a RNAPII ChIP-seq ratio of >1 and a GRO-seq ratio of <1 in *MLL2* FC/FC cells compared with the F/F controls. There were 2158 such transcription stress genes. Remarkably, among the 216 (10%) genes with the highest level of transcription stress, 99 (46%) were also found among the 414 that had the most DNA damage (Fig. 4A, left). We also compared the ranked lists of transcription stress genes and genes with elevated DNA damage. As expected, genes with high transcription stress were significantly enriched at the top of the list of genes with DNA damage (*P*-value = 1.4 × 10^−60^, Kolmogorov-Smirnoff test) (see also Fig. 4A, right). Together, these data indicate that transcription stress in *MLL2* mutated cells is accompanied by DNA damage.

**Figure 4.**
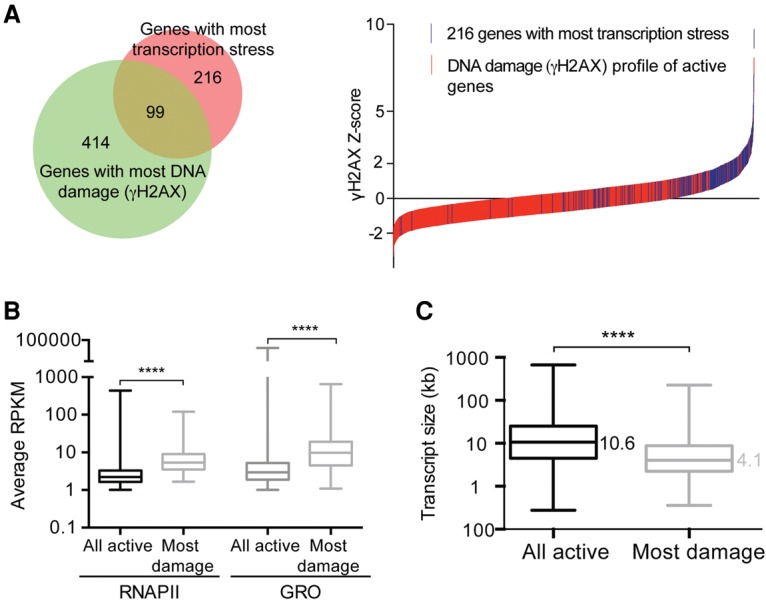
Genes with transcription stress and genes with DNA damage overlap. (*A*, *left*) Forty-six percent of the genes with the most transcription stress have high levels of DNA damage (γH2AX). (*Right*) The γH2AX *Z*-scores of all active genes were plotted (red), with the 216 genes with most transcription stress indicated in blue. (*B*) Genes with high levels of DNA damage in *MLL2* FC/FC cells are generally characterized by high levels of RNAPII and GRO compared with all actively transcribed genes. (*C*) Genes with high levels of DNA damage in *MLL2* FC/FC cells are generally short compared with all actively transcribed genes. The whiskers denote minimum to maximum. *P*-values were determined by *t*-test.

Bioinformatic analysis of the group of 414 genes with the most DNA damage in *MLL2* FC/FC cells showed that they are highly transcribed (Fig. 4B) and small in size, with a median length of only 4.1 kb versus 10.6 kb for all active genes in these cells (Fig. 4C). Not surprisingly, similar numbers characterized the 216 genes with the most transcription stress, which had a median length of 3.9 kb (Supplemental Fig. S8D). We note that, as the affected genes were generally short, the area of elevated DNA damage (γH2AX) analyzed above (Fig. 3) in effect represents a substantial proportion of the transcribed region of these genes. It is of particular note that 26 of the 414 genes with high levels of damage represent one of the 61 histone genes expressed in these cells; i.e., >40% of histone genes had highly elevated levels of DNA damage (γH2AX) when *MLL2* was mutated (*P* = 1.8 × 10^−11^, hypergeometric test). This interesting finding is explored in more detail below.

We also investigated whether the genes with the most DNA damage in *MLL2* mutated cells overlapped with known sites of genome instability. Remarkably, no less than 25% (105 of 414) of the genes with the most DNA damage and 33% (71 of 216) of the transcription stress genes in *MLL2* FC/FC cells overlapped with a class of cancer-associated chromosome fragile sites recently named ERFSs (Barlow et al. 2013). The probability of this being a chance event is 5.5 × 10^−5^ and 7.34 × 10^−8^, respectively (hypergeometric test). Replication programs are cell type-specific (Letessier et al. 2011), and, while MLL2-related DNA damage (γH2AX) and transcription stress were mapped in fibroblasts in the present study, the ERFSs were mapped in lymphocytes (Barlow et al. 2013), making the overlap all the more noteworthy.

We conclude that *MLL2* mutation results in transcription stress and DNA damage in short, highly active genes that overlap with previously mapped, cancer-associated ERFSs.

### MLL2 mutation affects RNAPII-associated histone methylation but not general histone methylation

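H3K4 mono-, di-, and trimethylation (H3K4me1, H3K4me2, and H3K4me3) were mapped by ChIP-seq in immortalized mouse embryonic fibroblasts (MEFs) with loxP sites in both MLL2 alleles. F/F cells were untreated (0 h of tamoxifen). FC/FC cells had received 1 µM hydroxy-tamoxifen for 24 h, which excises MLL2 exons 3–5, and were grown for 6 further days, so that treatment and genotype go together in every comparison. There were 3 libraries per mark and genotype, 18 in all, described in the Supplemental Methods as independent experiments. No label pairs an F/F library with an FC/FC library, and libraries are named here by their library number. One H3K4me2 FC/FC library, NGS-6282, is labelled with the catalogue number that the Supplemental Methods give for the H3K4me1 antibody, while its other labels give H3K4me2. Across transcripts, its Spearman correlation was 0.988 to 0.990 with the other H3K4me2 libraries and 0.814 to 0.847 with the H3K4me1 libraries, and it was kept as H3K4me2. The Supplemental Methods also give an alternative H3K4me2 antibody (Millipore 07-030), with which no library is labelled. Whether that antibody was used for NGS-6282 cannot be told from these correlations.

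The authors aligned the reads to the mm10 genome with BWA and deposited, for each library, RPKM over the RefSeq transcripts with 500 bp added at each end. They also deposited peaks called with MACS 1.4.2 against an H3 library of the same cells. The total by which the RPKM were divided can be read from the tables and equals the reads summed over the listed transcripts. With it, 100% of the values gave whole reads at a tolerance of 0.01 read. For H3K4me1 this total was 26714377 to 30528079 reads (median 27744176) in F/F and 31253262 to 38871331 (median 32237668) in FC/FC libraries. For H3K4me2 it was 36376215 to 48504887 (median 46797522) and 31514831 to 49990775 (median 41562132), and for H3K4me3 29716371 to 48469734 (median 36865445) and 31113989 to 33574912 (median 33269927). These RPKM are relative to the reads within transcripts, so a change of the same size at every gene would not be seen in them. The H3 libraries were not used here, and the values below are not normalized to H3.

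Transcripts under 250 bp were left out and 1 transcript was kept per gene, which left 23043 genes. Values were compared as log2(RPKM + 0.1), a scale that understates the change of genes with low RPKM. Genes with RPKM above 1 in at least 3 of the 6 libraries of a mark were tested with limma, with p-values adjusted by Benjamini-Hochberg over all genes tested for that mark. Medians per library, numbers of peaks, and shares of regions were compared by exact two-sided permutation tests of 3 libraries against 3, which cannot give a p below 0.1. The numbers of genes that pass depend on the libraries included, the tool, and the scaling of the libraries.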

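Kmt2d, the mouse gene for MLL2, lies on the minus strand of chromosome 15 from 98831669 to 98871205 (mm10, transcript NM_001033276). Its exons 3, 4, and 5, which are excised in FC/FC cells, span 98866376 to 98866502, 98865996 to 98866219, and 98865789 to 98865898. H3K4me2 over the whole gene was 2.497 ± 0.045 RPKM (SD, n = 3 libraries) in F/F and 2.80 ± 0.10 (SD, n = 3) in FC/FC cells, a log2 fold change of 0.16 that did not pass the test (limma adjusted p = 0.090). H3K4me3 was 2.63 ± 0.19 and 2.79 ± 0.13 RPKM (SD, n = 3 each; log2 fold change 0.08, limma adjusted p = 0.99). H3K4me1 was 0.81, 0.75, and 0.71 RPKM in the F/F and 0.78, 0.82, and 0.76 RPKM in the FC/FC libraries, too low to be tested. Peaks of all marks overlap the intron between exons 1 and 2, and none of the 18 libraries has a peak that reaches exons 3–5. Neither the peaks nor the RPKM of the whole gene can therefore show the excision itself, and they check no label. The edge of the intron peak on the side of exon 2 did differ. H3K4me1 peaks reached exon 2 in all 3 FC/FC libraries and in none of the F/F libraries. H3K4me2 peaks did so in all 3 FC/FC libraries and in 1 F/F library, and H3K4me3 peaks in no library. This edge was singled out after its values were seen, and what moved it was not tested. Upstream of the Kmt2d promoter, an H3K4me1 peak was called in all 3 FC/FC libraries, with authors' scores of 86.3, 99.0, and 70.7, and in none of the F/F libraries, while H3K4me2 and H3K4me3 peaks overlap it in all libraries of both genotypes. It spans 98872553 to 98873839 in library NGS-6281 and was singled out after its values were seen.

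**Figure D1:**
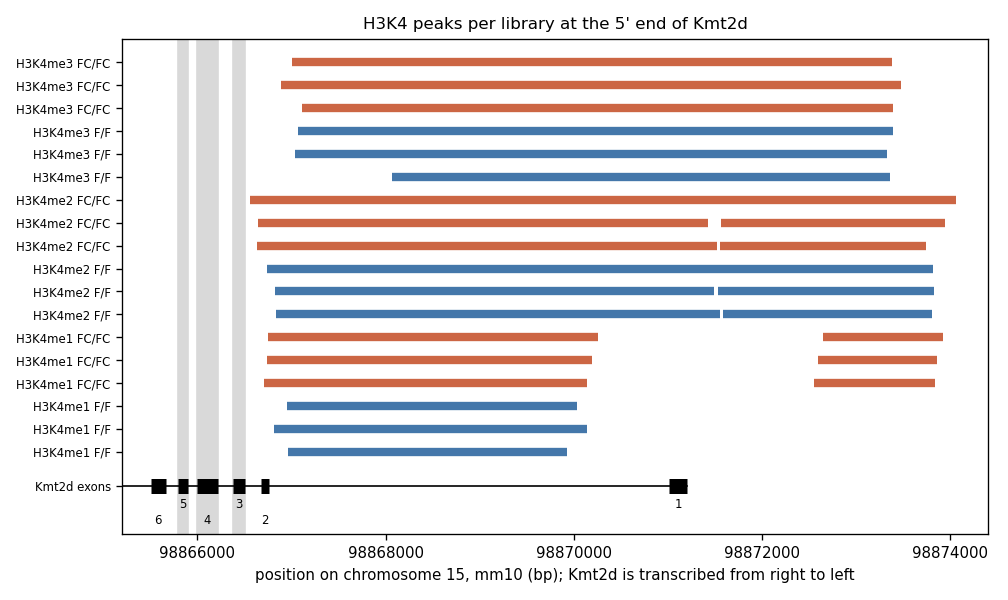
Peaks of H3K4me1, H3K4me2, and H3K4me3 at the 5′ end of Kmt2d on chromosome 15 of mm10 (x axis, position in bp), 1 bar per peak and 1 line per library, in F/F cells (blue) and FC/FC cells (orange). Black boxes are exons 1 to 6, and grey bands mark exons 3–5, which no peak reaches.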

Given that MLL2 is a histone methyltransferase, we now investigated whether the genes had measurable decreases in H3K4 methylation in *MLL2* FC/FC cells. 

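At the 414 genes with the most DNA damage, all 3 marks were slightly higher in FC/FC than in F/F cells. The median log2(RPKM + 0.1) of H3K4me2 over these genes was 3.22 ± 0.02 (SD, n = 3 libraries) in F/F and 3.33 ± 0.02 (SD, n = 3) in FC/FC cells, a difference of 0.11, or 8.13%. H3K4me1 differed by 0.08 (1.11 ± 0.03 and 1.19 ± 0.01, SD, n = 3 each) and H3K4me3 by 0.05 (3.64 ± 0.01 and 3.69 ± 0.04, SD, n = 3 each), which ran from 0.03 without library NGS-6299 to 0.07 without library NGS-6291. The size depends on the scaling: the median H3K4me2 log2 fold change of the 395 of these genes tested was 0.11 (360 positive) with RPKM as deposited, 0.05 (302 positive) with libraries centred on their medians, and 0.03 (254 positive) after quantile normalization. For H3K4me3 it was 0.02 (231 of 382 positive), 0.0066 (210 positive), and 0.0032 (196 positive), and for H3K4me1 0.04 (252 of 379), 0.05 (260), and 0.06 (287). For each mark, all 3 FC/FC libraries lay above all 3 F/F libraries (exact permutation test, p = 0.1, the smallest possible). The genes were chosen by the study on γH2AX in the same cells and not on these libraries.

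Over the 8616 genes with H3K4me3 (RPKM above 1 in all 6 H3K4me3 libraries), which stand here for the active genes, the differences were of similar size or smaller. H3K4me1 was 0.39 ± 0.02 in F/F and 0.45 ± 0.01 in FC/FC cells (SD, n = 3 libraries each; difference 0.06, or 4.19%; exact p = 0.1). H3K4me2 was 1.57 ± 0.0052 and 1.64 ± 0.0075 (SD, n = 3 each; difference 0.07, or 5.10%; exact p = 0.1). H3K4me3 was 1.76 ± 0.03 and 1.77 ± 0.03 (SD, n = 3 each), and the difference of 0.01, or 0.81%, was within the spread of the libraries (exact p = 0.6). Among the 14427 genes without H3K4me3, the median of H3K4me2 was lower in FC/FC cells by a log2 difference of -0.07 (exact p = 0.1), and over all genes kept the H3K4me2 difference was -0.03 (exact p = 0.1). The H3K4me3 difference over the 8616 genes also turned to -0.0062 without library NGS-6287, to -0.0015 without library NGS-6299, and to -0.0020 when each library was centred on its median.

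**Figure D2:**
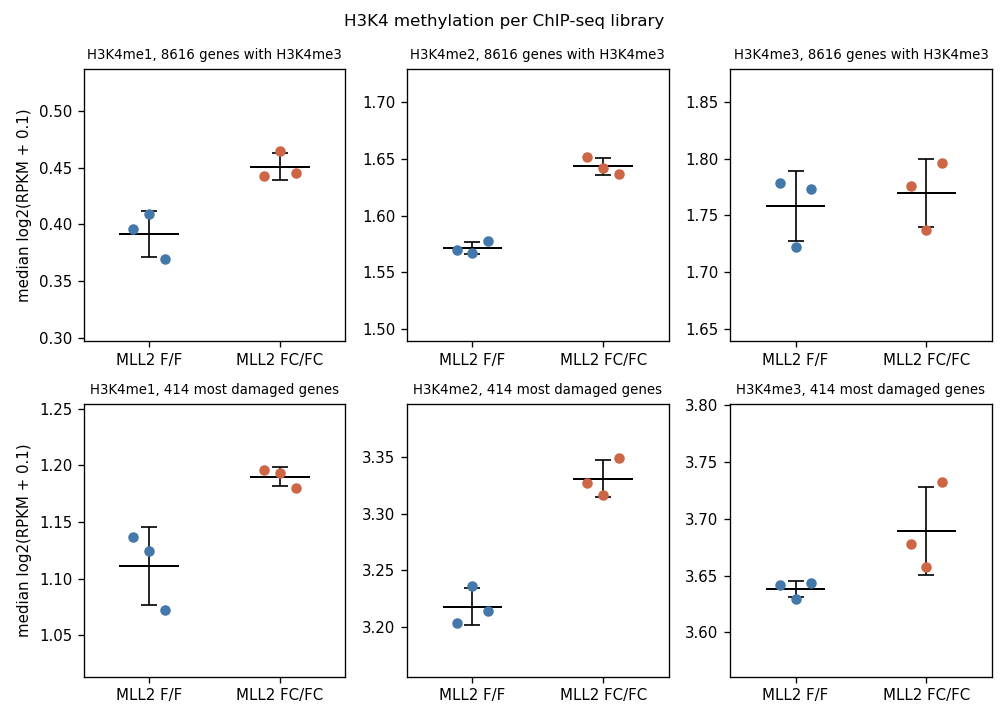
Median log2(RPKM + 0.1) of H3K4me1, H3K4me2, and H3K4me3 per library (points) over the 8616 genes with H3K4me3 (top) and the 414 most damaged genes (bottom), in F/F cells (blue) and FC/FC cells (orange). Horizontal lines are means and bars are SD over 3 libraries. Each y axis covers the same range but starts at another level. At the most damaged genes every FC/FC point lies above every F/F point, and for H3K4me3 over the genes with this mark the points overlap.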

Little if any difference in histone H3K4 methylation was observed across all genes between FC/FC and F/F cells (Fig. 5A, left; Supplemental Fig. S9A,B, left), and mono-, di-, and trimethylation were actually marginally elevated rather than decreased at the 414 most damaged genes in *MLL2* FC/FC cells (Fig. 5A, right; Supplemental Fig. S9A,B, right). In agreement with these data, others have previously reported that no decrease in histone methylation levels is observed in human and *Drosophila* cells lacking MLL2 (Herz et al. 2012; Hu et al. 2013).

**Figure 5.**
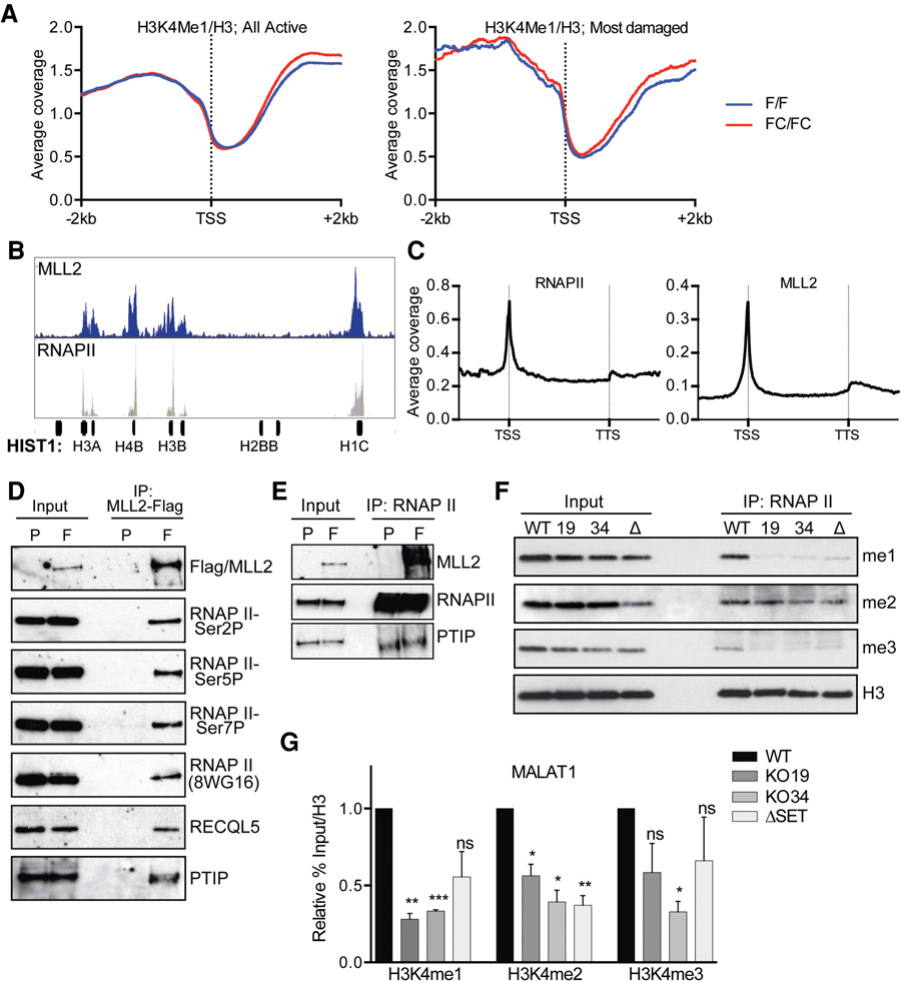
MLL2 associates with RNAPII. (*A*, *left*) Profiles of H3K4me1, normalized to H3, of all active genes in MEFs. (*Right*) The same, but for the genes with the most DNA damage in MLL2 FC/FC cells. (*B*) MLL2 and RNAPII are present at *HIST1* genes. (*C*) ChIP-seq meta-analysis of RNAPII and MLL2 gene profiles in HCT116 cells. (*B*,*C*) Original data from ENCODE (The ENCODE Project Consortium, 2012) and Hu et al. (2013). (*D*) MLL2-Flag coimmunoprecipitation (co-IP) experiments with HCT116 nuclear extracts. (*E*) As in *D*, but RNAPII immunoprecipitation (RNAPII-IP). The input represents 10% of the extract used for the immunoprecipitations, except for the RNAPII immunoprecipitations, where it was 1%. Parental cells (P) without MLL2-Flag were used as control. (*F*) RNAPII coimmunoprecipitated from HCT116 high-salt-extracted nuclear extracts and Western with antibodies against methylated H3K4 or H3 as indicated. (*G*) ChIP/reChIP experiments using HCT116 cells at the *MALAT1* locus. Primary ChIP was performed using anti-RNAPII antibodies; reChIP was with antibodies against methylated H3K4 or H3 as indicated. Error bars represent SEM. *n* = 2. *P*-values were determined by *t*-test. (WT) Parental cell line; (19) KO19; (34) KO34; (Δ) ΔSET.

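Away from promoters, fewer regions had a called H3K4me2 peak in FC/FC than in F/F cells. Of 69833 distal regions, called for H3K4me1 in all 3 libraries of a genotype and over 5 kb from a transcription start site (TSS), 59.4% ± 3.46 (SD, n = 3 libraries) had an H3K4me2 peak in F/F and 50.4% ± 3.29 (SD, n = 3) in FC/FC cells. The shares for H3K4me1 peaks were 94.8% ± 2.56 and 91.5% ± 1.37, and for H3K4me3 peaks 5.88% ± 0.45 and 5.07% ± 0.15 (SD, n = 3 each). All 3 F/F libraries lay above all 3 FC/FC libraries for each mark (exact permutation test, p = 0.1). The regions were chosen by H3K4me1 peaks, so the H3K4me1 share lies near its ceiling and does not measure a change of this mark, and its separation was lost with scores of at least 100, with an overlap of 50% of the region, and at 2 kb (exact p = 0.5, 0.6, and 0.2). That of H3K4me3 was lost with an overlap of 50% (exact p = 0.3). With the same number of top-scoring peaks in each library of a mark, the separation was lost for all 3 marks (exact p = 1, 0.4, and 0.2 for H3K4me1, H3K4me2, and H3K4me3).

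Among the merged H3K4me2 peak regions over 5 kb from a TSS, 1362 had a peak in all 3 F/F and in none of the FC/FC libraries, and 54 showed the reverse. For H3K4me1 these numbers were 775 and 272, and for H3K4me3 88 and 4. The lost H3K4me2 region with the highest mean score of the authors (502.4) is intergenic, on chromosome 5 from 35537040 to 35538980 (mm10), 11414 bp from the TSS of Cpz, which encodes a carboxypeptidase. Another lies on chromosome 11 from 100155048 to 100156638, 9129 bp from the TSS of Krt19, a keratin gene (score 316.4), and a further one in an intron of Baiap2 on chromosome 11 from 119954196 to 119956244 (score 304.6). Lost H3K4me1 regions include one on chromosome 12 from 85185102 to 85187089 near Pgf, which encodes placental growth factor (score 288.6), and one in an intron of the integrin gene Itga11 on chromosome 9 from 62690890 to 62692527 (score 230.1). Among gained regions is an H3K4me2 region in an intron of Tsc22d2 on chromosome 3 from 58449339 to 58451342 (score 118.5). For H3K4me3, a lost region lies in an intron of Sh3gl1 on chromosome 17 from 56024711 to 56028063 (score 191.7).

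Calling depends on the number of peaks per library. With the same number of top-scoring peaks in each library of a mark, the H3K4me2 share differed by -2.63 percentage points (exact p = 0.4). Of distal H3K4me2 regions, 382 were then lost and 366 gained. For H3K4me1, 542 distal regions were then lost and 317 gained, and for H3K4me3 36 and 11, still more lost than gained. Without library NGS-6286, 3146 distal H3K4me2 regions would count as lost, and 226 as gained without library NGS-6282, since fewer libraries then have to meet the rule. For H3K4me1 the highest such counts were 2588 lost (without NGS-6285) and 925 gained (without NGS-6293). For H3K4me3 they were 213 lost (without NGS-6287) and 45 gained (without NGS-6291).

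**Figure D3:**
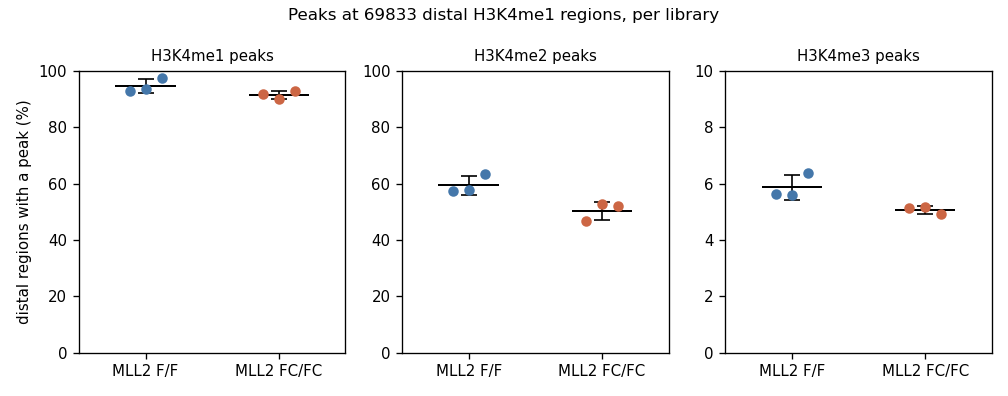
Share of the 69833 distal H3K4me1 regions (y axis, percent) with an H3K4me1, H3K4me2, or H3K4me3 peak in each library (points), in F/F cells (blue) and FC/FC cells (orange). Horizontal lines are means and bars are SD over 3 libraries, and the y axis of the H3K4me3 plot ends at a lower value. For each mark the F/F points lie above the FC/FC points.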

Consistent with recent studies showing that *MLL2* mutation affects H3K4 methylation at enhancers (Hu et al. 2013; Lee et al. 2013; Cheng et al. 2014), we did detect potential mouse enhancers and other regulatory elements where H3K4 mono- and dimethylation in particular were affected (Supplemental Fig. S9C), but γH2AX-, RNAPII-, and GRO-levels were not significantly affected in these locations (Supplemental Fig. S9D).

Given that histone methylation was not markedly decreased in the *MLL2* mutated cells, we investigated whether MLL2 is normally present at genes, such as the highly γH2AX-enriched histone genes. 

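H3K4 methylation of the replication-dependent histone genes was higher rather than lower in FC/FC cells. Of 66 histone genes tested for H3K4me2, 66 had a positive log2 fold change, with a median of 0.17. Medians were 0.20 for H3K4me1 (50 of 55 genes positive) and 0.19 for H3K4me3 (64 of 65 positive). With libraries centred or quantile normalized, the H3K4me2 median was 0.12 or 0.07, and 62 or 58 genes remained positive. Hist1h1e, which encodes a linker histone and lies on chromosome 13 from 23621777 to 23622558 (mm10), rose for H3K4me2 from 19.6 ± 0.56 to 23.2 ± 0.34 RPKM (SD, n = 3 libraries each; log2 fold change 0.24, standard error 0.04, limma adjusted p = 0.038). Hist1h4i, an H4 gene on chromosome 13 from 22040960 to 22041362, rose from 12.4 ± 0.77 to 15.6 ± 0.76 RPKM (log2 fold change 0.32, standard error 0.06, limma adjusted p = 0.048). For Hist1h1d, a linker histone gene on chromosome 13 from 23555032 to 23555807, the log2 fold changes were 0.03, 0.12, and 0.15 for H3K4me1, H3K4me2, and H3K4me3 (limma adjusted p = 0.87, 0.16, and 0.99). The calls of Hist1h1e and Hist1h4i depend on single libraries, since without any one of the H3K4me2 libraries other than NGS-6282 no gene passed as higher.

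Over all genes tested, 2 histone genes were higher for H3K4me2 and 64 did not pass, and 34 were higher when adjusted over the list alone. For H3K4me1 no histone gene passed (14 higher when adjusted over the list alone, none lower), and for H3K4me3 none passed by either adjustment. By limma-voom, 1 histone gene was higher for H3K4me1, 1 for H3K4me2, and none for H3K4me3. As a set, the histone genes ranked higher than other genes with camera at a preset correlation of 0.01 (adjusted p = 5.62e-09 for H3K4me1, 2.97e-08 for H3K4me2, and 6.70e-22 for H3K4me3). The result was adjusted p = 0.035 with an estimated correlation for H3K4me1, adjusted p = 0.50 with an estimated correlation for H3K4me2, and adjusted p = 0.20 with an estimated correlation for H3K4me3. The median log2(RPKM + 0.1) of these genes was higher in all 3 FC/FC than in all 3 F/F libraries for each mark, by 0.22, 0.18, and 0.19 (exact permutation test, p = 0.1 each). Of 67 histone genes, 26 are among the most damaged genes, a list chosen by the study in the same cells and so not independent evidence, and reads of near-identical histone genes cannot be told apart here.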

The genome-wide occupancy of MLL2 has previously been investigated by ChIP-seq in HCT116 cells (Hu et al. 2013). Moreover, the RNAPII ChIP-seq profile for this cell type is available through the ENCODE project (The ENCODE Project Consortium 2012). Remarkably, these data show that MLL2 is indeed detected at human histone genes, with its density distribution nicely mirroring that of RNAPII (Fig. 5B). We also used the same data sets to perform metagene analysis of RNAPII and MLL2 density, specifically over gene bodies. As expected, RNAPII showed the characteristic profile with a prominent peak over the TSS and a smaller peak at the transcription termination site (TTS) (Fig. 5C, left). Remarkably, however, the metaprofile of MLL2 was similar (Fig. 5C, right), supporting the conclusion that MLL2 is more directly involved in transcription than has previously been recognized.

Given these data, we now investigated whether MLL2 interacts with RNAPII as well as RECQL5. As expected from the mass spectroscopy analysis of RECQL5, MLL2 could indeed coimmunoprecipitate RECQL5 (Fig. 5D). Furthermore, MLL2 interacted with not only PTIP but also different phosphorylated forms of RNAPII and also unphosphorylated RNAPII (as detected by the 8WG16 antibody) (Fig. 5D). The reverse was also true, as RNAPII coprecipitated Flag-tagged MLL2 and PTIP (Fig. 5E). The interaction with RNAPII, combined with its genomic profile over gene regions, thus suggests that MLL2 should be viewed as a general transcription-associated factor.

Histone modification is known to be highly dynamic around the elongating polymerase (Venkatesh and Workman 2015). One way of explaining the surprising finding that steady-state levels of histone methylation are not decreased by *MLL2* mutation would thus be if MLL2 only affects the dynamics of histone H3K4 methylation as an individual RNAPII molecule moves across a gene (i.e., cotranscriptional histone methylation). To investigate this possibility, we again used the human cell lines in which *MLL2* was deleted or lacked the catalytic SET domain (Guo et al. 2012, 2013), immunoprecipitated human RNAPII, and performed histone H3K4 Western blots on the resulting material. Similar amounts of histone H3 were associated with RNAPII in wild-type and mutant cell lines (Fig. 5F, bottom panel). However, while histone H3 was mono-, di-, and trimethylated at Lys4 in wild-type cells, especially mono- and trimethylation on these nucleosomes were highly depleted in *MLL2* mutated cells (Fig. 5F), suggesting that transcription-associated histone methylation is indeed perturbed in these cells. To further expand on this finding, we performed ChIP/reChIP experiments, using anti-RNAPII antibodies for the first round of immunoprecipitation and then anti-histone H3 methylation antibodies for the second round of immunoprecipitation from the RNAPII-associated material. Although technically challenging, in this approach, we also observed a significant depletion of RNAPII-associated histone H3 methylation using the highly expressed and highly affected MALAT1 gene as proxy for the most MLL2-affected genes (Fig. 5G).

Together, these results indicate that MLL2 plays an important role in cotranscriptional histone methylation, affecting only the histones in the immediate surroundings of elongating RNAPII.

### Increased mutation burden in the absence of MLL2

We now returned to the finding that histone genes in particular were affected by *MLL2* mutation. Interestingly, in this connection, recent data indicate that up to 80% of patients with follicular lymphoma carry *MLL2* mutation (Li et al. 2014; Okosun et al. 2014), a notable example of a strong cancer driver mutation. Significantly, the same patient cohort also presented a high level of mutations in histone genes. Intriguingly, as described above, histone genes presented elevated levels of DNA damage (γH2AX) in the mouse *MLL2* FC/FC cells. This raised the possibility that *MLL2* mutation results in histone gene mutation in both mouse cell lines and human cancer; i.e., the histone mutations detected in follicular lymphoma might be caused by *MLL2* mutation.

To try to experimentally address this intriguing possibility, we first used the two human *MLL2* knockout cell lines and the ΔSET cell line, with the parental HCT116 cell line as control, to perform exome capture sequencing experiments to identify mutations that occurred upon *MLL2* deletion (Fig. 6A, top). Because of the sequencing depth required, these experiments were restricted to the histone genes that could be targeted with high coverage and a few other genes that were strongly affected in *MLL2* FC/FC cells. We also tested a short, highly transcribed control gene (RPLP0), which was largely unaffected by *MLL2* mutation. Remarkably, several mutations in target genes were independently established in the target genes in two out of three and sometimes even all three *MLL2* mutated human cell lines (Fig. 6A, bottom), while no mutations were detected in the RPLP0 control gene. It might be argued that these cell lines have simply randomly accumulated mutations. However, the fact that the same mutations were detected in the *MLL2* mutated cells (which were independently derived) (Guo et al. 2012, 2013) but not in the parental control cells strongly suggests that *MLL2* deletion led to the mutations. It is relevant to note that, as one might have expected, the majority of the established mutations gave rise to silent or intronic mutations or mutations upstream of/downstream from the ORF that would not be expected to affect the protein product. A limited number of mutations did result in truncated or improperly terminated proteins, though these were not among the recurrent mutations (Fig. 6A, bottom).

**Figure 6.**
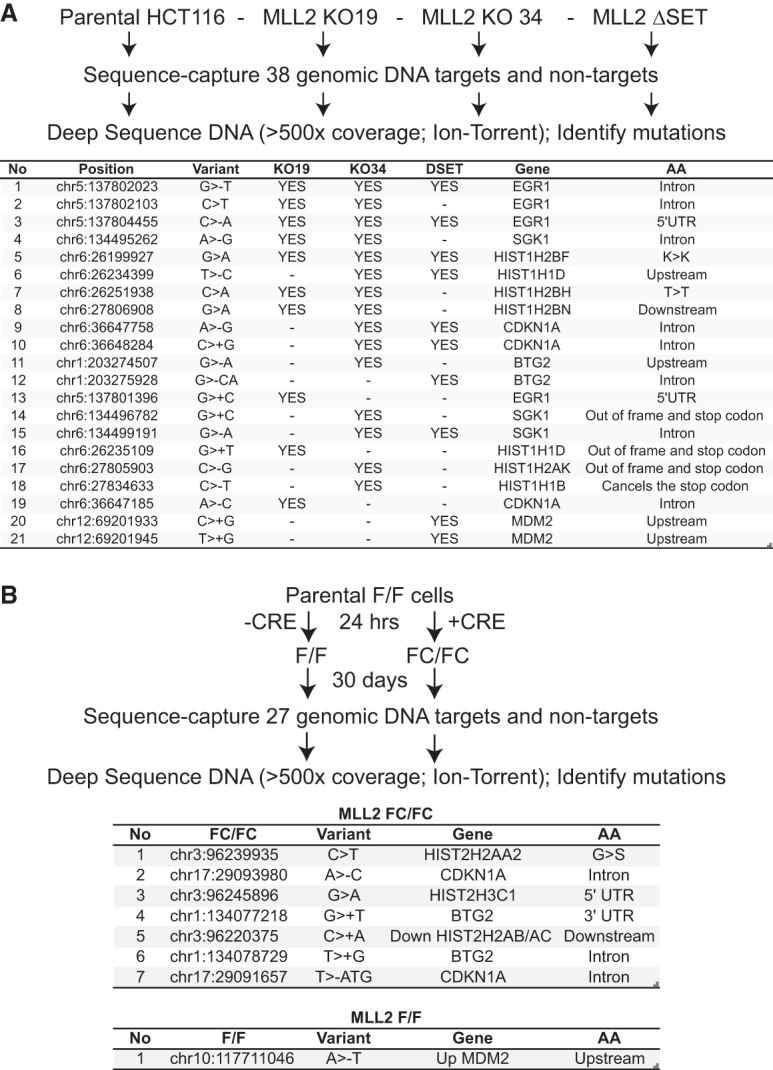
MLL2 disruption results in increased mutation rates in cell lines. (*A*, *top*) Experimental approach. (*Bottom*) Mutations detected by Ion Torrent deep sequencing in *MLL2* mutated HCT116 cells. (>) A substitution; (−) a deletion; (+) an insertion. The AA column indicates the relative position of the affected amino acid. (*B*, *top*) Experimental approach. (*Bottom*) Mutations detected in the FC/FC or parental F/F cells 30 d after *MLL2* excision.

Finally, we also performed a similar experiment in mouse cells in which *MLL2* could be inducibly mutated. Here, we compared the mutations arising in cells that had the same genetic background prior to the experiment; i.e., that of the F/F cells. Cells were grown for 30 d with or without excision of *MLL2* on day 1 before analyzing the genetic profile by deep sequencing of the selected genes, as described above. Again, we considered the gene sequences found at the start of the experiment as baseline and then asked whether any mutations could be detected 30 d later, after ∼45 cell doublings (Fig. 6B). In agreement with an estimated mutation rate of ∼6 × 10^−8^ mutations per nucleotide site per generation for mouse cells in culture (Li et al. 1983), only one mutation was detected at the end of this growth period in the F/F control cells (*P* = 0.13, binomial test). In the *MLL2* FC/FC cells, however, we found seven mutations (*P* = 1.4 × 10^−10^), again indicating that *MLL2* mutation indeed results in a hypermutation phenotype.

Together, these data above strongly support the idea that loss of MLL2 function can induce mutations in genes, providing a likely explanation for previous observations in follicular lymphoma patients.

## Discussion

Recent genome-wide cancer studies have shown that MLL2 is a tumor suppressor that is mutated in a large number of different cancers. Indeed, in a recent survey of frequent cancer mutations, only a few well-studied drivers such as p53, B-raf, K-ras, and PTEN are more frequently mutated (https://www.intogen.org/search; Gonzalez-Perez et al. 2013). Here we show that MLL2 plays an important role in maintaining genomic stability, providing a new conceptual basis for understanding its widespread role in tumorigenesis. Using a variety of cell biological and genome-wide assays, we show that MLL2 inactivation results in genomic alterations (ranging from point mutations to gains and losses of genomic regions) and overall instability at the chromosomal level. Our data suggest that this can be explained at least partly by elevated RNAPII transcription stress in especially highly expressed, short genes, correlating with increased DNA damage in these genes.

### A role for MLL2 in ensuring genome stability

The data presented here strongly indicate that MLL2 is required to maintain genome stability. The evidence was obtained at a number of levels and in both mouse and human cells. For example, cells mutated for *MLL2* display a number of traits characteristic of genome instability, such as elevated levels of sister chromatid exchange, GCAs, 53BP1 foci, and micronuclei. In apparent agreement with our data, DNA damage and increased levels of reactive oxygen species have also recently been reported in bone marrow hematopoietic stem cells expressing the MLL-AF9 oncogene and lacking MLL2 (Santos et al. 2014). Moreover, CGH showed that a number of recurring chromosomal losses and gains are detected in *MLL2* mutated cells. Finally, as described in more detail below, *MLL2* mutation results in point mutations in genes.

Interestingly, similar but not identical observations on genome instability were made in mouse and human cells. The variations in instability observed between mouse fibroblasts and human colon carcinoma cells are unsurprising and, aside from the intrinsic dissimilarities between such cells, might conceivably be due to differences between stable human cell lines that have already adapted to life without MLL2 and the mouse cells, which are challenged by the sudden absence of it. Alternatively or additionally, the differences might be due to differential expression of other HMTs. Indeed, while only *MLL2* was targeted in our mouse cell model, the human *MLL2* knockout cells are known to also lack MLL3 expression (Guo et al. 2012). Under certain circumstances, MLL3 can substitute for MLL2 (Lee et al. 2009), and a role for other HMTs in compensation for MLL2 cannot be excluded.

In order to investigate exactly where in the genome DNA damage occurs, we performed γH2AX ChIP-seq experiments in normal and *MLL2* mutated cells. Interestingly, γH2AX can spread for megabases in response to a site-specific and persistent DNA double-strand break (Meier et al. 2007). In contrast, the spontaneous transcription-associated DNA damage described here does not give rise to such spreading. This might be because it does not give rise to persistent double-stranded breaks or because a lesion, even if it is a DNA double-strand break, will only arise at any single specific position in a tiny fraction of cells in a normal cell population. Indeed, our data show that genes with an elevated likelihood of instability display only modest γH2AX increases over the region. Importantly, in cells mutated for *MLL2*, we observed a significant increase in γH2AX and transcription stress in a subset of genes relative to normal cells. These genes were typically short and highly expressed. Indeed, it is possible that their preferential display of elevated levels of DNA damage (γH2AX) and point mutations is coupled to their transcription level; i.e., that *MLL2* mutation affects transcription stress at most genes, but its effects are more likely to be detected in highly active ones. In apparent agreement with this idea, the genes most affected by *MLL2* mutation overlap significantly with cancer-associated ERFSs, which are themselves enriched for short, highly active genes (Barlow et al. 2013).

Together, the available data thus strongly support the idea that, in the absence of MLL2, the process of transcription generally induces DNA damage and genome instability.

### A role for MLL2 in histone methylation during transcript elongation

Recent studies in human, mouse, and *Drosophila* cells show that MLL2 or its *Drosophila* homolog, Trithorax-related (TRR), is present at the TSS of actively transcribed genes (Herz et al. 2012; Hu et al. 2013; Lee et al. 2013). Strikingly, our metagene analysis of previous data (The ENCODE Project Consortium 2012; Hu et al. 2013) shows that RNAPII and MLL2 actually have very similar occupancy profiles across genes. In agreement with this, we found that *MLL2* mutation affects transcript elongation, in particular at highly active genes: In the absence of MLL2, RNAPII density increases in the transcribed region without concomitant increases in nascent RNA synthesis, indicating slow elongation and/or transcription stress. Moreover, MLL2 interacts with RNAPII and RECQL5, which plays an important role in transcriptional elongation genome-wide (Saponaro et al. 2014). MLL2 is thus part of the protein machinery that ensures smooth transcription and transcript elongation in particular.

Although it is well established that MLL2 is a histone methyltransferase, we were unable to detect marked changes in H3K4 methylation either globally or at the genes with most DNA damage in *MLL2* mutated cells. This is in line with previous work showing that decreases in histone H3K4 methylation, primarily mono- and dimethylation, can be detected only at enhancers in *MLL2* mutated human cells (Hu et al. 2013; Lee et al. 2013; Cheng et al. 2014). 

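H3K4me2 passed the test at 212 of the 9986 genes tested, 154 lower and 58 higher in FC/FC than in F/F cells (limma, adjusted p under 0.05). Most of these changes were small, and 37 genes were lower and 2 higher by more than 0.5 on the log2 scale. Ifitm6, of the interferon-induced transmembrane family, fell from 2.26 ± 0.63 to 1.01 ± 0.09 RPKM (SD, n = 3 libraries each; log2 fold change -1.06, standard error 0.18, adjusted p = 0.041). S100b, which encodes a calcium-binding protein, fell from 1.62 ± 0.21 to 0.83 ± 0.05 RPKM (log2 fold change -0.88, standard error 0.09, adjusted p = 0.016). When 1 library was left out, Ifitm6 and S100b stayed lower but passed only without library NGS-6282 (adjusted p = 0.013 and 0.0047), with adjusted p of 0.059 to 0.18 and of 0.053 to 0.074 without any other. Ly6f, a gene of the Ly6 family, fell from 4.56 ± 0.45 to 2.52 ± 0.15 RPKM (log2 fold change -0.83, standard error 0.08, adjusted p = 0.011). The insulin-like growth factor binding protein gene Igfbp6 fell from 2.17 ± 0.14 to 1.23 ± 0.13 RPKM (log2 fold change -0.77, adjusted p = 0.016). Ly6f did not pass without NGS-6290 or NGS-6294, and Igfbp6 not without NGS-6290, NGS-6278, NGS-6286, or NGS-6294. Krtap2-4, Mrgprf, Gm8580, Sfta2, Klhl30, and Aoc2 complete the 10 largest changes, with log2 fold changes of -0.85, -0.82, -0.77, -0.74, -0.70, and -0.70. Krtap2-4 and Sfta2 did not pass without NGS-6294. Gm8580 did not pass without NGS-6278, NGS-6286, or NGS-6294, and Klhl30 not without NGS-6290, NGS-6278, or NGS-6294. Aoc2 did not pass without NGS-6290, NGS-6298, NGS-6278, or NGS-6294, and Mrgprf passed only without NGS-6282. The largest higher calls, singled out after their values were seen, were Pcdh20, a protocadherin gene (0.59, adjusted p = 0.033), and Htr1b, which encodes a serotonin receptor (0.55, adjusted p = 0.021). When only the 3677 genes marked active by the authors were tested, limma called none for H3K4me2, and 1182 had an unadjusted p under 0.05.

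For H3K4me1, limma called no gene of 8565, while 2142 had an unadjusted p under 0.05 and limma-voom on the recovered reads called 119 higher and 584 lower. With libraries paired by the order of their numbers, which the labels do not state and which was chosen after the data had been seen, limma called 692 higher and 1106 lower for H3K4me1, 32 and 165 for H3K4me2, and 22 and 26 for H3K4me3. For H3K4me3, limma called no gene of 9072, 338 had an unadjusted p under 0.05, and limma-voom called none. Whether the marks differ in the number of changed genes was not tested. The 3 F/F and 3 FC/FC values did not overlap at 30.5% of the genes for H3K4me1, 35.7% for H3K4me2, and 7.29% for H3K4me3. The average over all splits of the 6 libraries into 3 and 3 is 10%. Genes that shift together in a library can raise the share of a single split, so a share above 10% need not reflect the genotype. Without overlap, 1017 genes were higher and 1597 lower for H3K4me1, 2720 and 842 for H3K4me2, and 310 and 351 for H3K4me3, so that for H3K4me2 most of these were higher while most calls were lower. Of the H3K4me2 calls 72.6% were lower, against 93.8% with libraries centred on their medians and 92.6% after quantile normalization. The number of H3K4me2 calls depends on single libraries: without FC/FC library NGS-6282, whose antibody label differs, there were 847 lower and 2114 higher, and without any one of the other libraries 0 to 18 lower and none higher. In simulated libraries with this spread, limma recovered 78% of genes changed by 0.5 and 31% of genes changed by 0.25 on the log2 scale for H3K4me2, 76% and 35% for H3K4me1, and 62% and 18% for H3K4me3. These rates need not hold where libraries share structure that does not follow the genotype, to which other splits of the libraries pointed.

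The paper reasons from profiles of the 3 marks, normalized to H3, over all active genes and over the most damaged genes (Fig. 5A; Supplemental Fig. S9A,B). In these profiles it saw little difference over all genes and slightly higher levels at the most damaged genes, and it states that no marked changes of H3K4 methylation could be detected globally or at these genes. It sets this beside the effect at potential enhancers (Supplemental Fig. S9C) and the effect of MLL2 mutation on nucleosomes associated with RNAPII (Fig. 5F,G) in HCT116 cells.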

Remarkably, however, *MLL2* mutation greatly affects H3K4 methylation of RNAPII-associated nucleosomes, as shown both by RNAPII coprecipitation and ChIP analysis. Together with the realization that the MLL2 profile across genes resembles that of RNAPII, this indicates a role for MLL2 in cotranscriptional histone H3K4 methylation. Actually, it is tempting to speculate that the H3K4 methylation marks typifying enhancers are established by MLL2 and recruited there by RNAPII transcribing enhancer RNA and that the differences in steady-state histone marks between enhancers and gene regions are due to, for example, promoter-dependent loading of proteins that ensure dynamic histone modification.

In any case, it is an obvious possibility that lack of cotranscriptional histone methylation resulting from *MLL2* mutation causes problems for transcript elongation, especially at highly active genes; that this in turn results in transcription stress (RNAPII backtracking in particular); and that the ensuing clashes with replication forks then lead to genome instability, including mutations in genes. Alternatively, or additionally, the change in histone methylation dynamics in genes might in itself cause problems for the replication machinery, again giving rise to mutation and genome instability.

It is also worth noting that some aspects of genome instability observed upon *MLL2* mutation were transient. To the best of our knowledge, such instability followed by relative stabilization has not previously been observed. In this connection, we note that the small but consistent relative increase in histone methylation at the genes with the most DNA damage in our mouse cells and in human cells (Hu et al. 2013) suggests that other HMTs can (over)compensate for its absence. 

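Set against the other genes with H3K4me3, the most damaged genes had relatively more H3K4me2 and H3K4me3 in FC/FC cells. The median log2(RPKM + 0.1) of the most damaged genes minus that of 8234 other genes with H3K4me3 was higher in FC/FC cells by 0.038 for H3K4me2 (from 0.026 without library NGS-6298 to 0.050 without NGS-6286) and by 0.040 for H3K4me3 (from 0.033 without library NGS-6279 to 0.052 without NGS-6287). All 3 FC/FC libraries lay above all 3 F/F libraries for both marks (exact permutation test, p = 0.1), but by little, with 1.7323 as the highest F/F and 1.7330 as the lowest FC/FC value for H3K4me2 and 1.9656 and 1.9662 for H3K4me3. For H3K4me1 the difference was 0.016 with 1 FC/FC library above all F/F libraries (exact p = 0.3), from 0.0081 without library NGS-6281 to 0.026 without library NGS-6277. Against the genes marked active by the authors it was 0.023 with all 3 FC/FC libraries above all F/F libraries (exact p = 0.1). Against the 8234 genes it turned to -0.0078 with the mean over genes in place of the median (exact p = 0.5). With libraries paired by the order of their numbers, which the labels do not state, the H3K4me1 value was higher in FC/FC cells in all 3 pairs. It went from 0.777 to 0.788, from 0.752 to 0.763, and from 0.741 to 0.767, and 3 pairs are too few for an exact test to pass. The differences between marks were 0.023 for H3K4me2 minus H3K4me1, 0.024 for H3K4me3 minus H3K4me1, and 0.0012 for H3K4me3 minus H3K4me2 (exact permutation tests, p = 0.5, 0.4, and 0.9). H3K4me2 rose at 3 of the 395 most damaged genes tested, and none fell. Besides Hist1h1e and Hist1h4i, this was Pdcl3, a phosducin-like gene on chromosome 1 from 38987814 to 38997236, which went from 5.10 ± 0.04 to 5.92 ± 0.06 RPKM (SD, n = 3 libraries each; log2 fold change 0.21, standard error 0.04, limma adjusted p = 0.047) and was named after its values were seen. None of the 3 passed when adjusted over the list alone, nor without any one of the H3K4me2 libraries other than NGS-6282. By limma-voom, 6 of the most damaged genes were higher for H3K4me2, 6 higher and 4 lower for H3K4me1, and none passed for H3K4me3.

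The most damaged genes are short and highly transcribed, and other genes of their length and level had positive medians too. For H3K4me2, the median log2 fold change of 382 most damaged genes was 0.11, against 0.08 in 10000 random lists of genes matched on length and level (95% between 0.08 and 0.09; percentile 100), and 355 of the 382 genes were positive. For H3K4me1 it was 0.05 against 0.04 (95% between 0.02 and 0.05; percentile 96.1), and for H3K4me3 0.02 against 0.02 (percentile 79.7). Random lists draw other genes from the same libraries, so these percentiles reflect the choice of genes and not the spread between libraries. They also treat genes that vary together as independent, and the match was not repeated after quantile normalization. As a set among all genes tested, the most damaged genes ranked higher with camera for H3K4me1 (adjusted p = 4.60e-04) and H3K4me2 (adjusted p = 1.51e-04) but not for H3K4me3 (adjusted p = 0.22). With an estimated correlation, neither call held (adjusted p = 0.37 with an estimated correlation for H3K4me1 and adjusted p = 0.076 with an estimated correlation for H3K4me2), and the H3K4me2 set also missed the threshold after quantile normalization (adjusted p = 0.30). By fry, which asks whether the genes of a set move one way on balance, H3K4me2 had an adjusted p of 7.57e-04, H3K4me1 of 0.15, and H3K4me3 of 0.37. Fry does not set a list against other genes, and the median H3K4me2 log2 fold change of all genes tested was 0.07. Control and DNA repair genes also passed by fry for H3K4me2 (adjusted p = 0.032 and 0.0080). The fry result for H3K4me2 is therefore not specific to the most damaged genes.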

The mechanisms that compensate for the absence of MLL2 might take time to establish, which might in turn explain why certain aspects of genome instability, such as 53BP1 foci and micronuclei, were seen only in the immediate wake of loosing MLL2 but not after longer cell growth. The need for such compensation—in all likelihood by other HMTs associating with RNAPII—might also help explain why mere mutation of the SET domain of MLL2 appears to be significantly more genome-destabilizing than a complete loss of MLL2.

### MLL2 mutation and the implications for cancer

It was previously suggested that MLL2 might impact cancer through its effect on enhancers (Herz et al. 2014). Without contradicting previous studies, we propose an additional way in which MLL2 may broadly impact carcinogenesis. We thus favor a model in which MLL2 inactivation, although likely not in itself essential for tumorigenesis (Issaeva et al. 2007), drives tumor evolution through the gains and losses of genomic regions and/or increased gene mutation; in other words, through a wave of genomic instability, particularly in active genes, fueling cancer evolution and heterogeneity. We believe that this model can nicely explain why *MLL2* is mutated in so many different types of cancers.

*MLL2* is particularly highly mutated in follicular and diffuse large B-cell lymphoma (Pasqualucci et al. 2011; Lohr et al. 2012; Morin et al. 2013; Okosun et al. 2014). In these studies, mutations in histone genes were identified alongside those in *MLL2*. Remarkably, several histone genes were in the group of genes that showed the most DNA damage in our *MLL2* mutated cells: These had high levels of γH2AX and were typically characterized by slow RNAPII transcript elongation/transcription stress. This supports the idea that deletion of *MLL2* results in mutation in genes, including histone genes. We directly examined this possibility by deep sequencing several genes in normal and *MLL2* mutated cells. Gratifyingly, compared with controls, we detected several gene mutations in both human and mouse cell lines with *MLL2* mutation. Although these results were performed in cell lines, they are in strong support of the idea that *MLL2* mutation also caused the histone mutations observed in follicular and diffuse large B-cell lymphoma.

It is important to stress that the mutations that we detected are in all likelihood only the tip of the iceberg; i.e., they merely represent a few specific sites in highly expressed genes, which, in these particular cell lines, become mutated repeatedly enough to become detectable. In other cell types and contexts, other mutation sites in other genes might well be prevalent. Interestingly, whole-tumor genome sequencing data indicate that hot spots of mutation are enriched in the transcribed region within the first 2 kb after the TSS, starting to rise immediately upon the transit from transcriptional initiation to active elongation (Khodabakhshi et al. 2012). We suggest that MLL2 is particularly important to suppress such mutation, at least partly by reducing replication problems resulting from clashes with RNAPII undergoing transcription stress, and that, in its absence, cells therefore gain a “mutator” phenotype (Loeb 2001), which is particularly damaging because it preferentially targets active genes.

## Materials and methods

### Protein work

Immunoprecipitation and mass spectroscopy were performed as previously described (Aygun et al. 2008). Nuclear extracts were prepared using the Episeeker nuclear extraction kit (Abcam, ab113474) and treated with benzonase prior to immunoprecipitation and Western blotting. Antibodies to RECQL5 (Abcam, ab91422), Flag (Cell Signaling, 2368S), PTIP (Abcam, ab70434), and RNAPII (4H8 or 8WG16, Abcam) were used. The RNAPII-Ser2P and RNAPII-Ser7P antibodies were kind gifts from the Eick laboratory.

### Genome instability assays

Metaphase spreads, sister chromatid exchange assays, immunofluorescence staining, and counting of micronuclei were performed using standard assays and are described in the Supplemental Material. Mouse CGH experiments were performed using NimbleGen microarrays as previously described (Saponaro et al. 2014). Human CGH experiments were performed using Agilent microarrays according to the manufacturer's recommendations.

### Genome-wide analysis

ChIP, ChIP-seq, and GRO-seq experiments were performed as previously described (Saponaro et al. 2014). Ion Torrent sequencing and analysis were based on primers designed by the Ion Ampliseq designer (Life Technologies). The supporting data sets have been deposited in the Gene Expression Omnibus database (http://ncbi.nlm.nih.gov/geo) with accession number GSE73130.

For further details, please see the Supplemental Material.

## Supplementary Material

Supplemental Material

# Supplementary material for: Mutation of cancer driver MLL2 results in transcription stress and genome instability
**Source:** Genes Dev. 2016 Feb 15;30(4):408–20. doi: 10.1101/gad.275453.115
**Supplement:** Supplemental Material

Supplemental Material 

# Mutation of cancer driver *MLL2* results in transcription stress and genome instability

## Supplemental Material

**Files in this Data Supplement:**

- Supp Figures S1-S9.pdf
- Supp Table S1.xlsx
- Supp Table S2.xlsx
- Supp Table S3.xlsx
- Supp Table S4.xlsx
- Supp Table S5.xlsx

# Supplementary material for: Mutation of cancer driver MLL2 results in transcription stress and genome instability
**Source:** Genes Dev. 2016 Feb 15;30(4):408–20. doi: 10.1101/gad.275453.115
**Supplement:** Supplemental Material

**A**

## RECQL5 IP:

| Protein     | Unique peptides |
|-------------|-----------------|
| RECQL5      | 73              |
| RBP1        | 61              |
| RBP2        | 43              |
| <b>MLL2</b> | <b>28</b>       |
| INTS1       | 17              |
| SPT5        | 15              |
| SPT6        | 14              |
| TERF2       | 13              |
| SMC1A       | 11              |
| INTS4       | 10              |

**B**

| Protein     | Unique peptides |           |
|-------------|-----------------|-----------|
|             | EXP1            | EXP2      |
| RECQL5      | 24              | 20        |
| <b>MLL2</b> | <b>16</b>       | <b>14</b> |
| RBBP5       | 7               | 9         |
| WDR5        | 4               | 2         |
| ASH2L       | 5               | 4         |
| PTIP        | 7               | 3         |

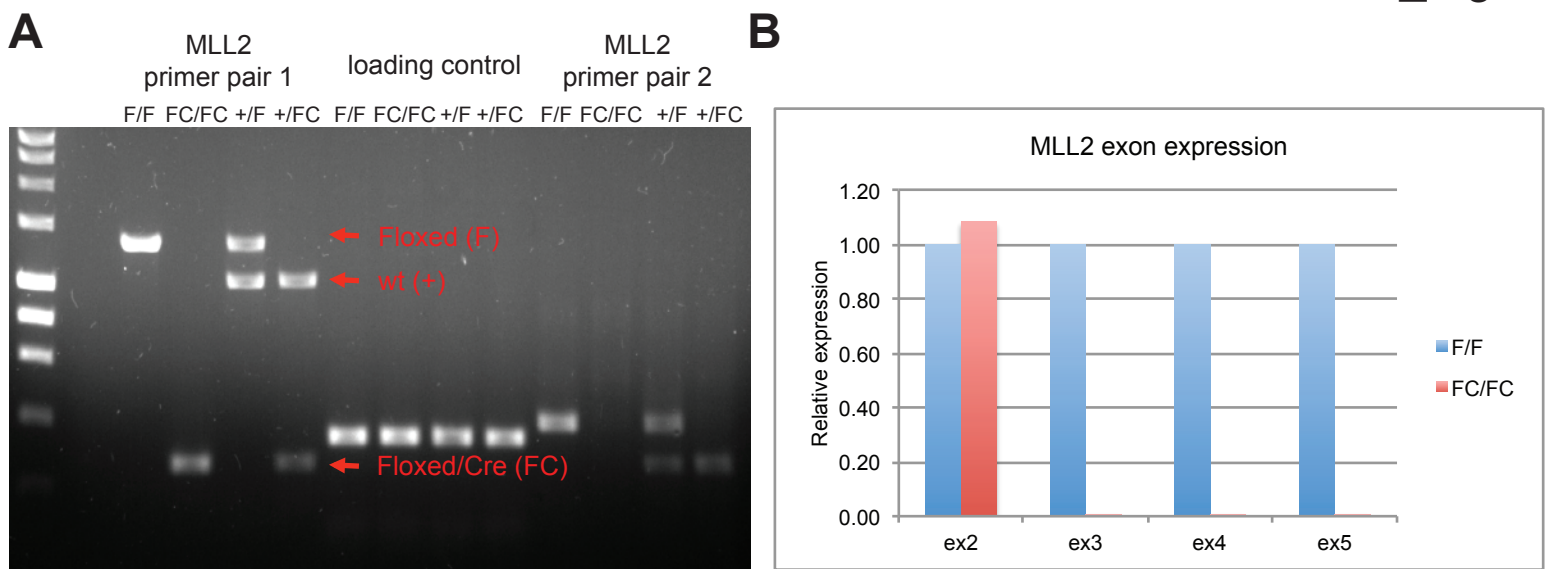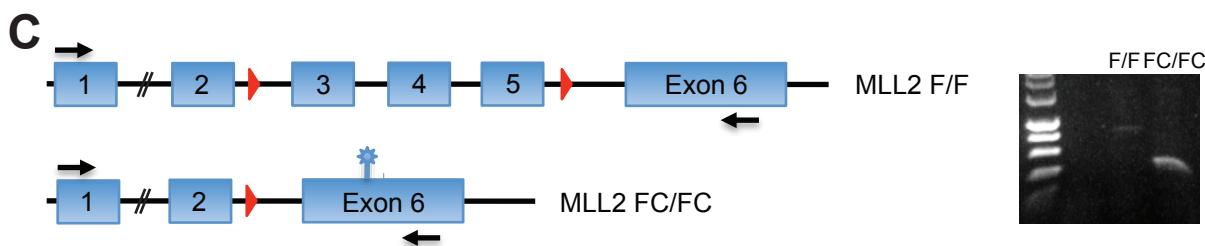

### DNA sequence from PCR product of F/F

```
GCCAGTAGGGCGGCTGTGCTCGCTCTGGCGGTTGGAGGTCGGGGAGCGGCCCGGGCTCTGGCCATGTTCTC
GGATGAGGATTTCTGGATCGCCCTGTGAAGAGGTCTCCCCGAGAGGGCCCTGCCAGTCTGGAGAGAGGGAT
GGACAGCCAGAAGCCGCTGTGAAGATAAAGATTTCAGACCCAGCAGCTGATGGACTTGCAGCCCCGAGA
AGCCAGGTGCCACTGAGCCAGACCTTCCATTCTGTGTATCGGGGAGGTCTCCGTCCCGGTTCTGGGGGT
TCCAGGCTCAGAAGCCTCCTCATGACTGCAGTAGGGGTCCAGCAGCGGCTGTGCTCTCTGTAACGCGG
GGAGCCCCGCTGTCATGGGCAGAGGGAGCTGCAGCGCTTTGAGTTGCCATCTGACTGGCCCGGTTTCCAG
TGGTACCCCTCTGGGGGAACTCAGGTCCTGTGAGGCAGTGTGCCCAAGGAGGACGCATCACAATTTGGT
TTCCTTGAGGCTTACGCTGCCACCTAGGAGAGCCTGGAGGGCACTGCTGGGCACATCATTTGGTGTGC
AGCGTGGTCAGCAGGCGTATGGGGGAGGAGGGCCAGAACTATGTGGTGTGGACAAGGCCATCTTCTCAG
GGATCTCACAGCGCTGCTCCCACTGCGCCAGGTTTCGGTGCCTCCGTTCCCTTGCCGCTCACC CGGATGTTCC
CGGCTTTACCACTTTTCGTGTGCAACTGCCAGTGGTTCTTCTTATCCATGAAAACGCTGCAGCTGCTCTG
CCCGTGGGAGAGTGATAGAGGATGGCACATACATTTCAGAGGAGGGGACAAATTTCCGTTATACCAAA
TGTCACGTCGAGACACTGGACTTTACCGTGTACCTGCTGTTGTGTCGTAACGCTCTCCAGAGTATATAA
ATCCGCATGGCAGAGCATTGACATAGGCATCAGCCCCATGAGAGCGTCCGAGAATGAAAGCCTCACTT
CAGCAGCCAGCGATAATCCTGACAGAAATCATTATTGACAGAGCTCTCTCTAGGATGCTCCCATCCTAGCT
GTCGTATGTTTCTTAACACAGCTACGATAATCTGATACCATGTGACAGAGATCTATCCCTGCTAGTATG
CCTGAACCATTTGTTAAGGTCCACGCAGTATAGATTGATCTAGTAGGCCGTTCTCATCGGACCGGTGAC
CTGATCCGTTTCATACATCTGCGTCTGCTA
```

### DNA sequence from PCR product of Fc/Fc

```
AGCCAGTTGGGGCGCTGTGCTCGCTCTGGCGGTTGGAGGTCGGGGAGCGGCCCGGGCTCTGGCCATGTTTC
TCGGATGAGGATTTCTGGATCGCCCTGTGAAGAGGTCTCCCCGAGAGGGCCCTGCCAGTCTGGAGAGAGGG
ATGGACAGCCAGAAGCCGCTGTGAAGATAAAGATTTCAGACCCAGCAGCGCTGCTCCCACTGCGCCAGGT
TCGGTGCCTCCGTTCTTGGCGCTCACC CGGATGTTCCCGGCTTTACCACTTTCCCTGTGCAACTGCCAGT
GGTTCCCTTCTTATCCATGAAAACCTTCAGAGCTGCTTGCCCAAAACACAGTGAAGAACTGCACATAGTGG
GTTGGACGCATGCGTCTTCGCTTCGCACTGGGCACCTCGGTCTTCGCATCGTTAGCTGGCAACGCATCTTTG
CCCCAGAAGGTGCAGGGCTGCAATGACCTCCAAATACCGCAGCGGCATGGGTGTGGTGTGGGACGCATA
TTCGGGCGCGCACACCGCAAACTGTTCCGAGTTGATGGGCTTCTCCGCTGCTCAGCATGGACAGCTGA
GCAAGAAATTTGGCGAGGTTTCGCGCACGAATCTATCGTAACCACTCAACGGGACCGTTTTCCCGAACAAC
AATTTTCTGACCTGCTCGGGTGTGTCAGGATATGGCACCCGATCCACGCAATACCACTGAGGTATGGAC
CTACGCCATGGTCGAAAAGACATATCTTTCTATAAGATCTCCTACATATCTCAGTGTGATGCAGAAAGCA
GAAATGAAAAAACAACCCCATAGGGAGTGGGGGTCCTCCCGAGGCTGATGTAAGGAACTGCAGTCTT
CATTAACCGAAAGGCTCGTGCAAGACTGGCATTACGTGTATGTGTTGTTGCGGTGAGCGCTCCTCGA
GTTATAGACATTCGCGGCGAGCGAATT
```

Exon1    Exon4  
Exon2    Exon5  
Exon3    Exon6  
TGA -> stop

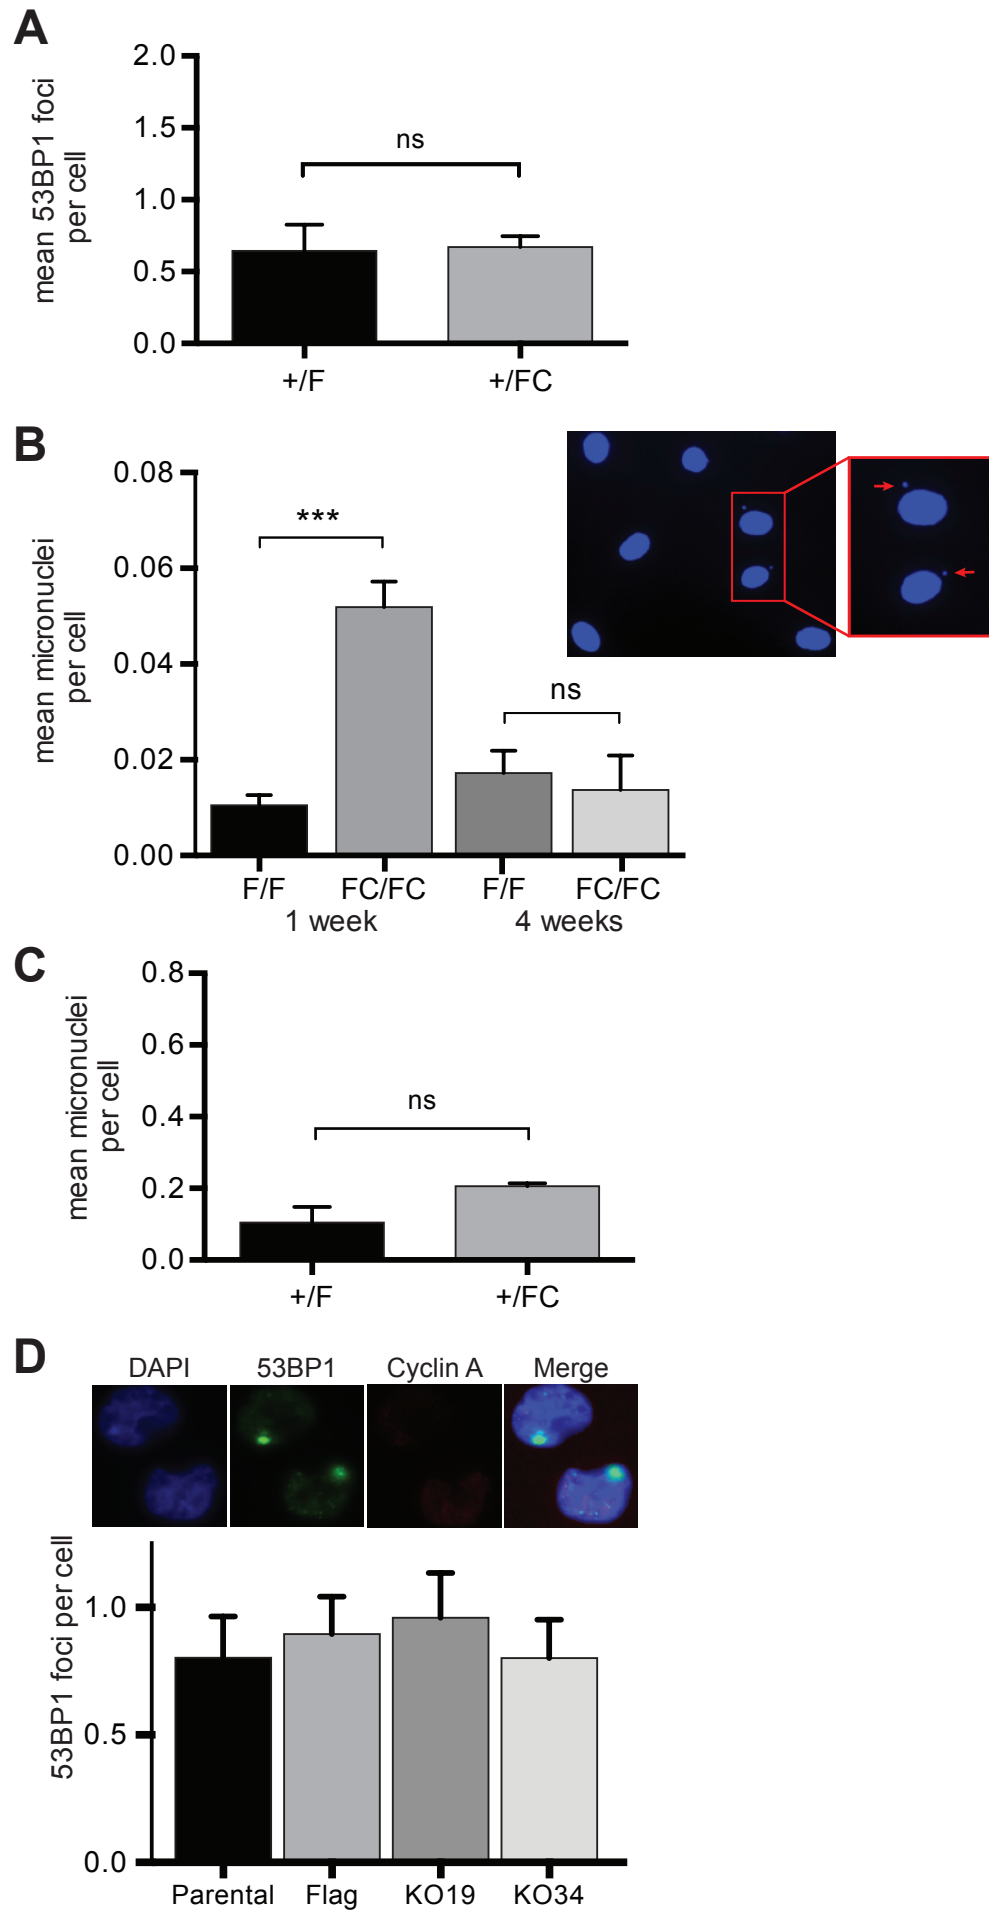

A

CGH MEF cells MLL2 FC/FC

| No | Chr   | Start       | Stop        | Size (bp) | Cytoband | Aberration | Log2    | Genes | Bacground |
|----|-------|-------------|-------------|-----------|----------|------------|---------|-------|-----------|
| 1  | chr4  | 101,015,040 | 101,046,345 | 31,306    | C6       | Loss       | -0.3453 | YES   | F/F       |
| 2  | chr9  | 3,032,377   | 3,063,762   | 31,386    | A1       | Gain       | 0.4348  | NO    | F/F       |
| 3  | chr11 | 23,514,589  | 23,582,875  | 68,287    | A3.2     | Loss       | -0.2191 | YES   | F/F       |
| 4  | chr18 | 15,056,594  | 15,067,015  | 10,422    | A1       | Loss       | -0.2434 | YES   | F/F       |
| 5  | chrX  | 166,578,982 | 166,648,585 | 69,604    | F5       | Gain       | 0.2046  | NO    | F/F       |
| 6  | chrY  | 2,075,301   | 23,56,167   | 280,867   | A1       | Gain       | 0.2448  | YES   | F/F       |

B

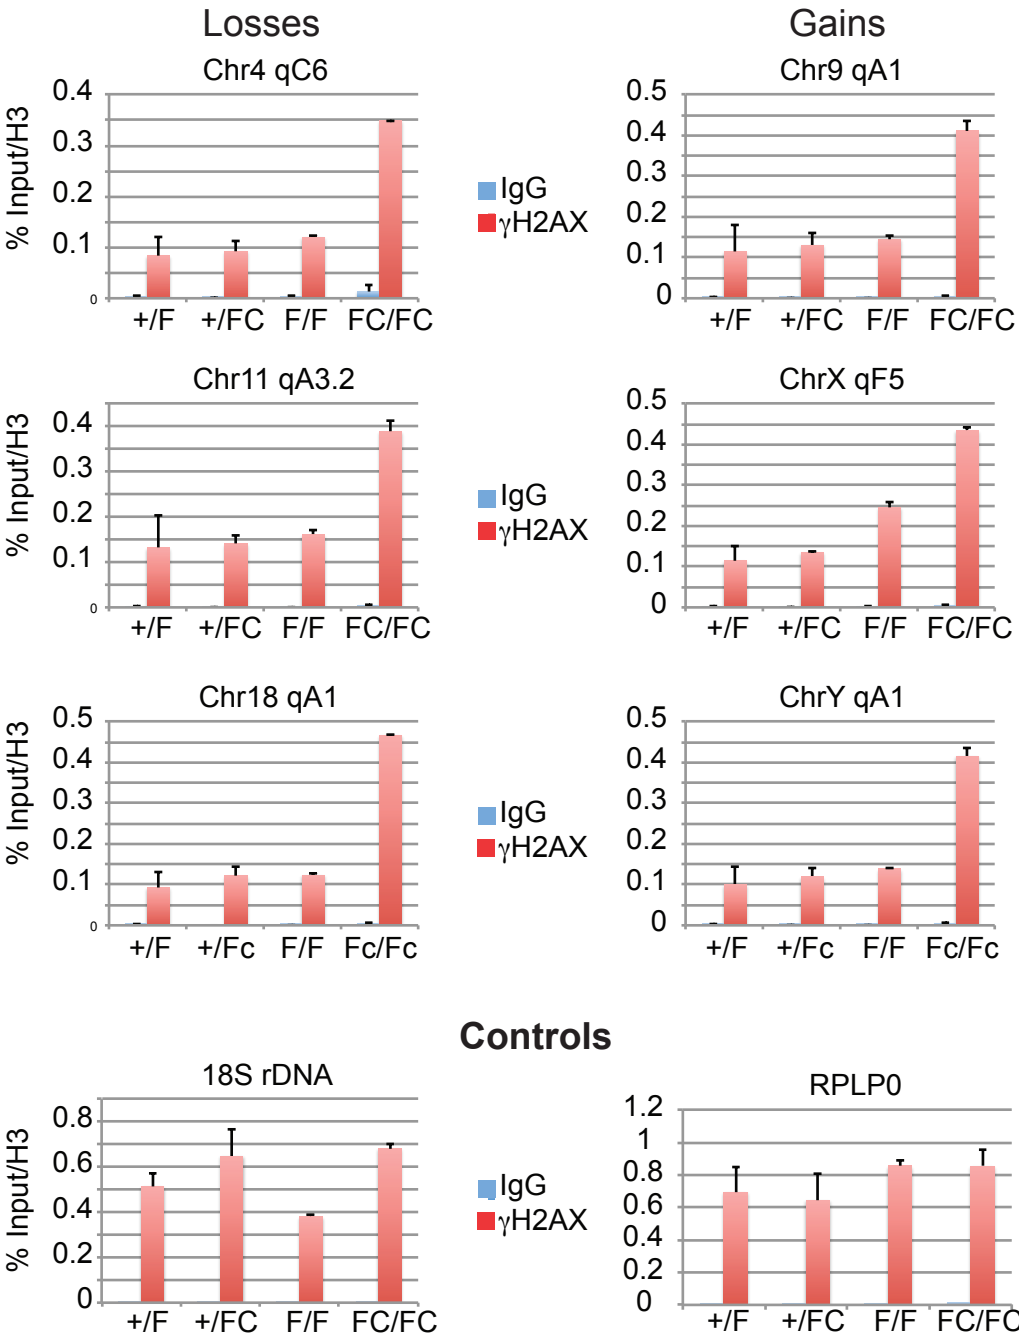

**A****CGH - MLL2 KO19 and KO34 HCT116 cells**

| No | Chr   | Start       | Stop        | Size bp    | Cytoband       | Aberration | Log2   | Genes | Background    | KO    |
|----|-------|-------------|-------------|------------|----------------|------------|--------|-------|---------------|-------|
| 1  | chr1  | 28,166,614  | 28,306,969  | 140,355    | p35.3          | Gain       | 0.468  | YES   | Parental      | 19    |
| 2  | chr2  | 200,168,994 | 200,280,889 | 111,895    | q33.1          | Loss       | -0.778 | YES   | Parental      | 19    |
| 3  | chr4  | 11,380,301  | 11,807,274  | 426,973    | p15.33         | Gain       | 0.924  | YES   | Flag          | 19/34 |
| 4  | chr4  | 91,070,048  | 91,271,475  | 201,427    | q22.1          | Gain       | 0.505  | YES   | Parental      | 19/34 |
| 5  | chr4  | 138,574,708 | 190,896,674 | 52,321,966 | q28.3 - q35.2  | Gain       | 0.522  | YES   | Parental/Flag | 19/34 |
| 6  | chr7  | 105,208,071 | 105,376,824 | 168,753    | q22.3          | Gain       | 0.432  | YES   | Parental/Flag | 19/34 |
| 7  | chr8  | 70,175,159  | 116,421,797 | 46,246,638 | q13.2 - q23.3  | Loss       | -0.431 | YES   | Parental/Flag | 19/34 |
| 8  | chr12 | 34,250,295  | 34,417,451  | 167,156    | p11.1          | Loss       | -0.470 | NO    | Parental      | 19/34 |
| 9  | chr13 | 59,640,894  | 59,750,810  | 109,916    | q21.2          | Gain       | 4.217  | NO    | Flag          | 19/34 |
| 10 | chr13 | 61,341,302  | 88,872,231  | 27,530,929 | q21.2 - q31.2  | Gain       | 0.966  | YES   | Flag          | 19/34 |
| 11 | chr16 | 6,199,861   | 6,959,969   | 760,108    | p13.3          | Gain       | 1.115  | YES   | Parental/Flag | 19/34 |
| 12 | chr16 | 11,409,966  | 11,425,748  | 15,782     | p13.13         | Loss       | -0.878 | NO    | Parental      | 19/34 |
| 13 | chr20 | 13,982,937  | 14,062,307  | 79,370     | p12.1          | Gain       | 1.466  | YES   | Flag          | 19/34 |
| 14 | chr21 | 14,513,884  | 48,095,856  | 33,581,972 | q11.2 - q22.3  | Gain       | 0.500  | YES   | Parental/Flag | 19    |
| 15 | chrX  | 96,438,867  | 96,707,566  | 268,699    | q21.33         | Gain       | 2.591  | YES   | Flag          | 19/34 |
| 16 | chrX  | 107,527,827 | 108,295,113 | 767,286    | q22.3          | Loss       | -1.823 | YES   | Parental/Flag | 19/34 |
| 17 | chrY  | 2,648,113   | 9,940,379   | 7,292,266  | p11.31 - p11.2 | Loss       | 0.934  | YES   | Parental/Flag | 19/34 |
| 18 | chrY  | 13,139,952  | 28,757,819  | 15,617,867 | q11.1 - q11.23 | Loss       | 0.906  | YES   | Parental/Flag | 19/34 |

**B****CGH - MLL2  $\Delta$ SET HCT116 cells**

| No | Chr   | Start       | Stop        | Size bp    | Cytoband        | Aberration | Log2   | Genes | Background    |
|----|-------|-------------|-------------|------------|-----------------|------------|--------|-------|---------------|
| 1  | chr2  | 16,788,309  | 16,815,897  | 27,589     | p24.2           | Loss       | -1.034 | YES   | Parental/Flag |
| 2  | chr2  | 99,860,478  | 99,919,064  | 58,587     | q11.2           | Loss       | -0.449 | YES   | Flag          |
| 3  | chr2  | 232,759,088 | 232,826,975 | 67,888     | q37.1           | Gain       | 0.606  | YES   | Parental/Flag |
| 4  | chr3  | 61,413,121  | 61,634,765  | 221,645    | p14.2           | Gain       | 0.530  | YES   | Parental/Flag |
| 5  | chr3  | 146,897,529 | 146,937,549 | 40,021     | q24             | Loss       | -0.875 | NO    | Parental/Flag |
| 6  | chr4  | 11,391,438  | 11,807,274  | 415,837    | p15.33          | Gain       | 0.738  | YES   | Flag          |
| 7  | chr4  | 13,427,395  | 13,750,482  | 323,088    | p15.33          | Gain       | 0.394  | YES   | Parental/Flag |
| 8  | chr4  | 169,643,796 | 169,785,063 | 141,268    | q32.3           | Gain       | 0.902  | YES   | Flag          |
| 9  | chr4  | 190,498,388 | 190,678,708 | 180,321    | q35.2           | Gain       | 0.492  | NO    | Parental/Flag |
| 10 | chr5  | 26,142      | 8,872,480   | 8,846,339  | p15.33 - p15.31 | Gain       | 0.479  | YES   | Parental/Flag |
| 11 | chr5  | 153,944,047 | 160,883,034 | 6,938,988  | q33.2 - q34     | Loss       | -0.734 | YES   | Parental/Flag |
| 12 | chr6  | 16,509,829  | 16,522,920  | 13,092     | p22.3           | Loss       | -1.088 | YES   | Parental/Flag |
| 13 | chr6  | 137,127,900 | 137,147,511 | 19,612     | q23.3           | Gain       | 0.595  | YES   | Parental/Flag |
| 14 | chr7  | 62,452,971  | 73,713,374  | 11,260,404 | q11.21 - q11.23 | Loss       | -0.694 | YES   | Parental/Flag |
| 15 | chr8  | 80,577,132  | 146,294,098 | 65,716,967 | q21.13 - q24.3  | Loss       | -0.368 | YES   | Parental/Flag |
| 16 | chr9  | 204,193     | 24,797,812  | 10,124,563 | p24.3 - p21.3   | Loss       | -0.792 | YES   | Parental/Flag |
| 17 | chr11 | 11,739,554  | 11,997,099  | 257,546    | p15.3           | Loss       | -0.304 | YES   | Parental/Flag |
| 18 | chr13 | 29,035,924  | 29,067,636  | 31,713     | q12.3           | Gain       | 0.555  | YES   | Parental/Flag |
| 19 | chr13 | 59,640,894  | 59,750,810  | 109,917    | q21.2           | Loss       | -2.412 | NO    | Parental      |
| 20 | chr13 | 61,364,713  | 115,092,569 | 53,727,857 | q21.2-q34       | Loss       | -0.637 | YES   | Parental/Flag |
| 21 | chr16 | 6,248,294   | 6,932,364   | 684,071    | p13.3           | Gain       | 0.395  | YES   | Flag          |
| 22 | chr16 | 17,199,190  | 17,250,190  | 51,001     | p12.3           | Loss       | -0.772 | YES   | Parental/Flag |
| 23 | chr18 | 54,562,509  | 54,967,423  | 404,915    | q21.31          | Loss       | -0.459 | YES   | Flag          |
| 24 | chr19 | 5,119,079   | 5,237,092   | 118,014    | p13.3           | Gain       | 0.802  | YES   | Flag          |
| 25 | chr19 | 48,394,086  | 48,405,937  | 11,852     | q13.33          | Loss       | -1.110 | NO    | Flag          |
| 26 | chr19 | 58,719,082  | 58,770,722  | 51,641     | q13.43          | Loss       | -0.739 | YES   | Parental/Flag |
| 27 | chr20 | 13,971,732  | 14,062,307  | 90,576     | p12.1           | Gain       | 0.851  | YES   | Flag          |
| 28 | chrY  | 2,711,455   | 9,847,154   | 7,135,700  | p11.31 - p11.2  | Gain       | 0.405  | YES   | Flag          |
| 29 | chrY  | 13,139,952  | 27,328,334  | 14,188,383 | q11.1 - q11.23  | Gain       | 0.435  | YES   | Flag          |

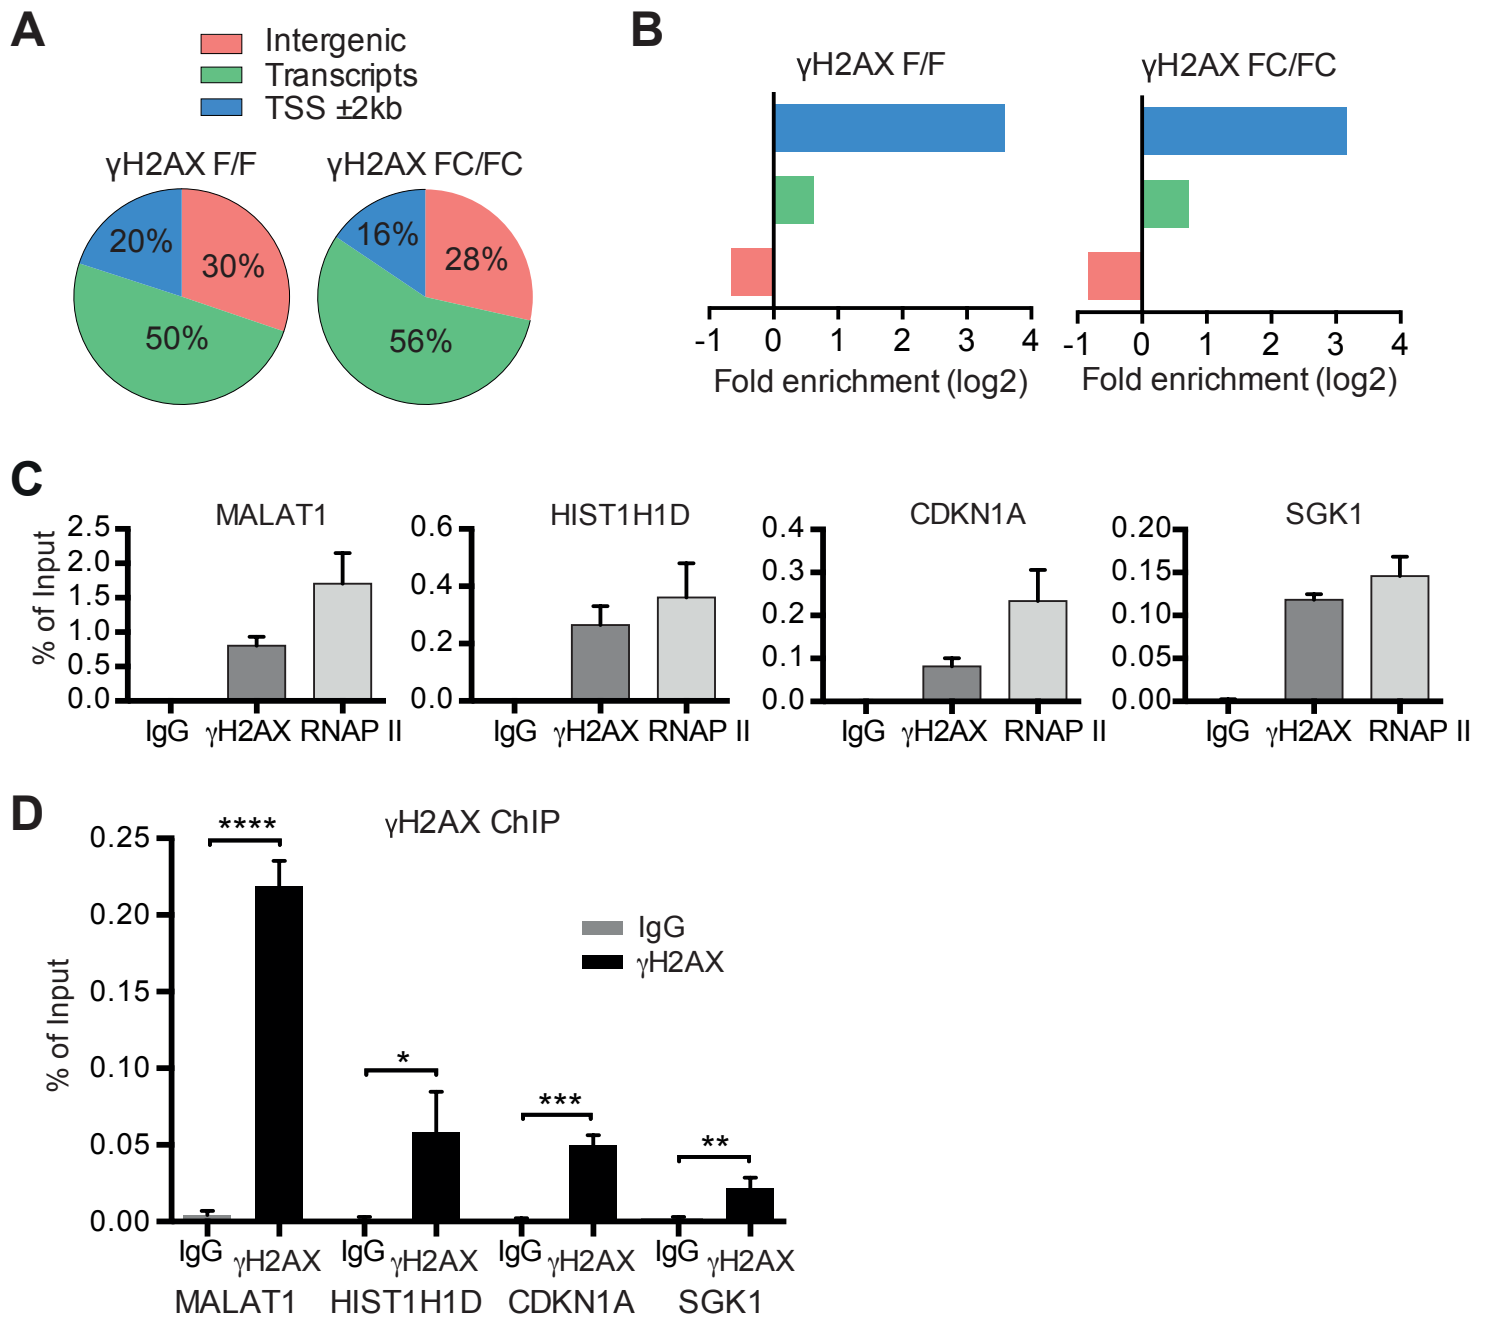

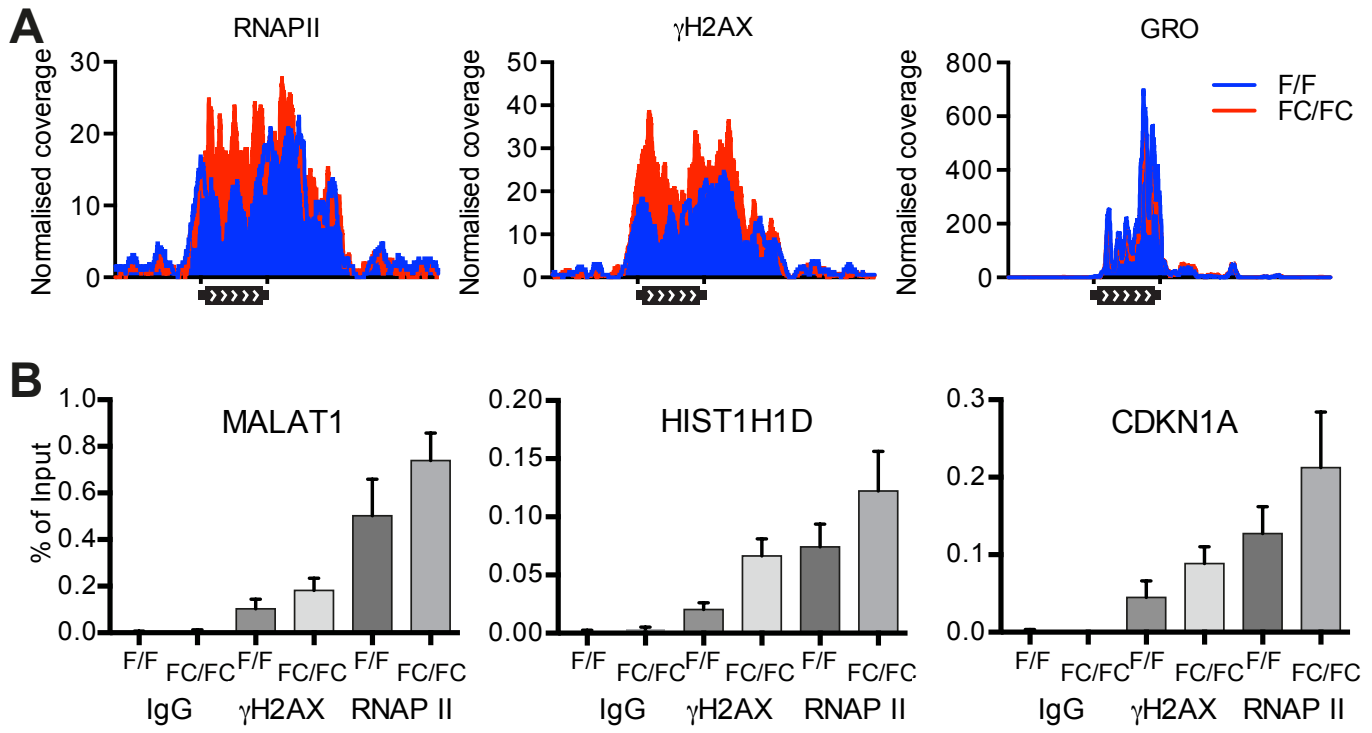

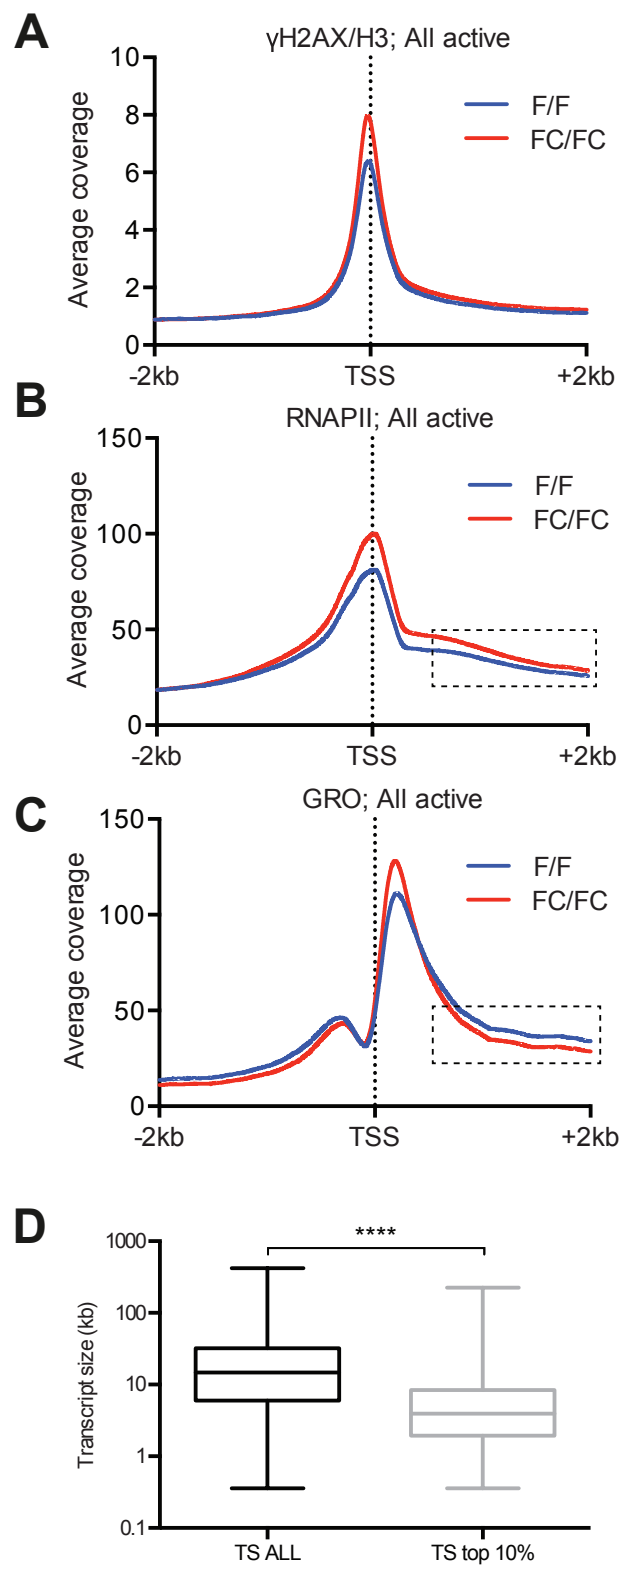

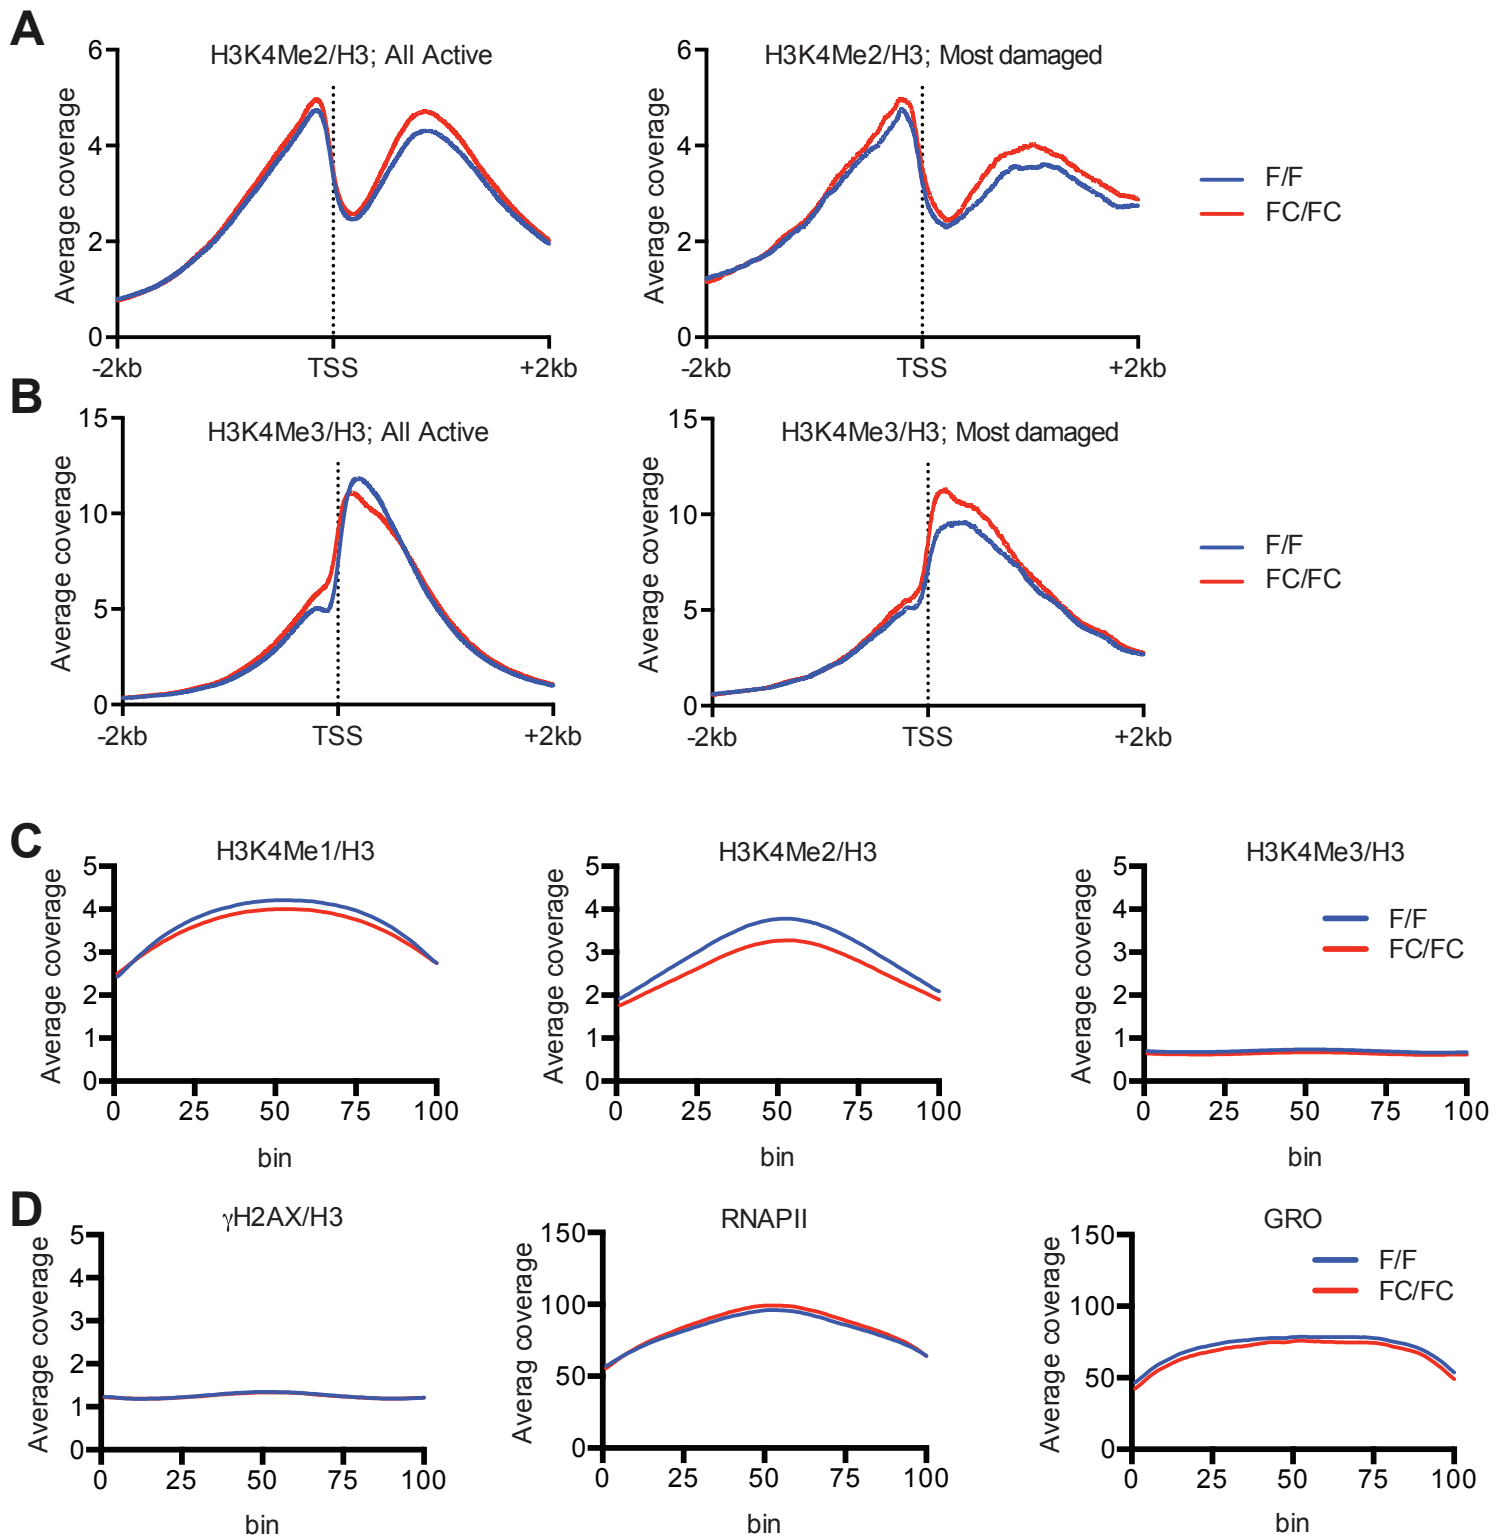

## Supplementary Figure Legends

**Figure S1. *MLL2* associates with RNAPII and RECQL5.** (A) and (B) Proteins detected by mass spectrometry after affinity-purification of chromatin-associated RECQL5. See Supplementary tables S1 and S2 for full list of proteins detected.

**Figure S2. *MLL2* excision after tamoxifen treatment.** (A) F/F or +/-F cells were treated with 1  $\mu$ M of hydroxyl-tamoxifen, or DMSO vehicle, for 24 hours. Genomic DNA PCR, with two different primer sets, confirms the excision of *MLL2*. (B) qPCR, 1 week after hydroxyl-tamoxifen treatment, indicates expression of *MLL2* exon 2, but diminished expression of the deleted exons, as expected. (C) Total RNA was isolated from F/F or FC/FC cells 1 week after hydroxyl-tamoxifen treatment and reverse-transcribed to cDNA. Primers based on exon 1 and exon 6, shown by black arrows, were used to PCR amplify exons 1-6. The red arrows indicate the location of the loxp sites. The diagram is not drawn to scale. The DNA was run in a gel (inset), purified and sequenced. The DNA sequencing shows the cDNA in F/F and FC/FC cells. Due to the deletion of *MLL2* exons 3-5, the recovered cDNA of FC/FC cells is shorter and results in a change of the reading frame, resulting in a stop codon (TGA). The different colors denote exons 1-6. The stop codon is shown in red background.

**Figure S3. Immunofluorescence and micronuclei assays in mouse MEFs or human HCT116 cells.** (A) 53BP1 foci quantification of mouse *MLL2* +/-F or +/-FC cells one week after hydroxyl-tamoxifen treatment. The +/-FC cells that still express

one *MLL2* allele, exhibit the same numbers of foci as the control +/F cells. n>600 cells for each cell line. **(B)** Micronuclei quantification of mouse *MLL2* F/F or FC/FC cells one or four weeks after hydroxyl-tamoxifen treatment. Red arrows in the image indicate micronuclei. n=3 independent experiments scoring >1000 cells in total for each cell line. **(C)** Micronuclei quantification of mouse *MLL2* +/F or +/FC cells one week after hydroxyl-tamoxifen treatment. The +/FC cells that still express one *MLL2* allele, do not exhibit a significant increase in the micronuclei numbers compared to the control +/F cells. n>600 cells for each cell line. **(D)** 53BP1 foci quantification of human HCT116 cells. The *MLL2* KO cells do not present increased number of foci compared to the controls in these stable cell lines. A typical image is shown (top panel). n>1000 cells for each cell line. p-values determined by Mann-Whitney test.

**Figure S4. Comparative genomic hybridization in mouse MEF cells.** **(A)** Genomic gains or losses found by comparative genomic hybridization (CGH) in FC/FC cells, compared to F/F cells, one or four weeks after *MLL2* excision. **(B)**  $\gamma$ H2AX ChIP experiments at the proximity of the mapped gains/losses breakpoints from CGH, a week after *MLL2* excision. The *18S rDNA* and *RPPL0* loci were used as extra controls.

**Figure S5. Comparative genomic hybridization in human HCT116 cells.** **(A)** Genomic gains or losses found by CGH in *MLL2* KO19 or KO34 cells compared to the parental or *MLL2*-Flag control cells. **(B)** Genomic gains or losses found by CGH in *MLL2*  $\Delta$ SET cells compared to the parental or *MLL2*-Flag control cells.

**Figure S6. ChIP analysis for  $\gamma$ H2AX and RNAPII at specific genes.** (A)  $\gamma$ H2AX peak distribution over genomic features for F/F and FC/FC cells. (B)  $\gamma$ H2AX enrichment analysis for F/F and FC/FC cells. (C) ChIP-qPCR experiments confirm the presence of  $\gamma$ H2AX and RNAPII at specific genes. Anti- $\gamma$ H2AX antibody (ab2893, Abcam) and anti-RNAPII (4H8, Abcam) were used. (D) ChIP-qPCR experiments with an alternative anti- $\gamma$ H2AX antibody confirm the presence of  $\gamma$ H2AX at specific genes. Anti- $\gamma$ H2AX (05-636; Milipore) was used. Error bars represent SEM. n=3. p-values determined by t-test.

**Figure S7.  $\gamma$ H2AX and RNAPII ChIP and GRO analysis in F/F or FC/FC cells.** (A) Normalised coverage of RNAPII ChIP-Seq,  $\gamma$ H2AX ChIP-Seq and GRO-Seq at the *HIST1H1D* gene for F/F and FC/FC cells. (B) ChIP-qPCR experiments confirm accumulation of  $\gamma$ H2AX and RNAPII at FC/FC cells compared to F/F cells at specific genes. Error bars represent SEM. n=3.

**Figure S8.  $\gamma$ H2AX/H3, RNAPII ChIP-Seq and GRO-Seq profiles of all actively transcribed genes.** Profiles for (A)  $\gamma$ H2AX, normalized to H3, (B) RNAPII, and (C) GRO, for all actively transcribed genes. (D) The genes with most transcription stress are significantly shorter compared to all transcriptionally stressed genes. The whiskers denote min to max. p-values determined by t-test.

**Figure S9. H3K4-methylation ChIP-Seq profiles at the TSS of actively transcribed genes or >5kb away. (A)** Left, profiles of H3K4Me2, normalized to H3, of all active genes. Right, same as left, but for most damaged ( $\gamma$ H2AX) genes **(B)** As in (A), but for H3K4Me3 **(C)** H3K4 methylation ChIP-Seq profiles at H3K4Me1 peaks more than 5kb from annotated TSS. **(D)**  $\gamma$ H2AX/H3, RNAPII ChIP-Seq and GRO-Seq profiles at H3K4Me1 peaks more than 5kb from annotated TSS.

## **Supplemental Material and Methods**

### **Cell lines**

The F/F and +/-F mouse embryonic fibroblasts (MEF) were immortalized using the 3T3 method. Cells were grown in DMEM (Gibco) supplemented with 10% FCS, 1% L-glutamine and 1% penicillin/streptomycin at 37°C with 5% CO<sub>2</sub>. For *MLL2* excision, the cells were incubated with 1 µM of hydroxyl-tamoxifen (Sigma-Aldrich, H7904) for 24 hours. Cells were then washed twice with PBS before the addition of fresh medium. The cells were left to grow for 6 further days before harvesting, unless otherwise stated. The *MLL2* mouse BAC (RP23-458P18) was purchased from Children's Hospital Oakland Research Institute. The BAC was modified by inserting FLAP tags at the C-terminus and cloned into F/F cells as previously described (Lekomtsev et al. 2010). The clones used were selected to express one copy of the modified *MLL2* BAC.

### **Mass spectroscopy**

Chromatin extracts were prepared from *RPB3*-Flag- or *RECQL5*-Flag- tagged human HEK293 cells. Flag immunoprecipitation and mass-spectroscopy were performed as previously described (Aygün et al. 2008).

### **Co-immunoprecipitations and Western Blotting**

Nuclear extracts (NE) were prepared from human HCT116 cells by the Episeeker Nuclear extraction kit (Abcam, ab113474) according to manufacturer's instructions, but without using DTT. The samples were finally sonicated for 5 minutes at high intensity, using Bioruptor (Diagenode). For the high salt NE, the nuclear extraction buffer was complemented to a final 600mM

NaCl. At the last step the NE was treated with 50U benzonase per  $10^6$  cells for 30 minutes at room temperature. The NE extracts were quantified by the Bradford method and 500  $\mu$ g of total protein were used per immunoprecipitation (IP). The high salt NE were diluted to a final 150mM salt, before proceeding. The NE was pre-cleared using 5  $\mu$ g of rabbit or mouse IgGs with protein A or G Dynabeads (Life Technologies) for one hour, rotating at 4°C. 5  $\mu$ g of the IP antibodies were then added to the pre-cleared NE and incubated, for two hours rotating at 4°C, with 40  $\mu$ l (20  $\mu$ l packed) of protein A or G Dynabeads (Life Technologies) or anti-Flag M2 magnetic beads (Sigma-Aldrich). Finally, the beads were washed six times with ice-cold wash buffer (40 mM Hepes [pH 7.8], 2 mM EDTA, 150 mM NaCl, and 0.1% CHAPS). To elute, SDS-loading buffer with DTT was added to the beads, which were then mixed and boiled for five minutes. The following antibodies were used for immunoprecipitations and Western Blotting (1:1000 dilution): anti-RECQL5 (Abcam, ab91422), anti-Flag (Cell Signaling, 2368S), anti-PTIP (Abcam, ab70434), anti-RNAPII (in house 4H8 or 8WG16), anti-H3 (Abcam, ab1791), anti-H3K4Me1 (Abcam, ab8895), anti-H3K4Me2 (Millipore, 07-030), anti-H3K4Me3 (Abcam, ab8580). The RNAPII-Ser2P and -Ser7P antibodies were a kind gift from the Eick lab (Munich, Germany).

## **Metaphases**

Where stated, mouse MEF or human HCT116 cells were treated with 100 nM or 20 nM camptothecin (Sigma-Aldrich), respectively, or an equal volume of vehicle (DMSO) for 16 hours. The cells were then washed twice with PBS and left in culture with fresh medium for another 24 hours to reach confluency of ~70-80%.

0.2 µg/ml of colchicine were added to the cells for 3 hours, before they were harvested, washed twice with PBS and slowly resuspended in 5 ml pre-warmed 75 mM KCl. The cells were then incubated at 37°C for 10 minutes, collected by centrifugation, resuspended in 5 ml fixation buffer (Methanol 3:1 Acetic acid) and incubated at room temperature for 15 minutes. Two more rounds of resuspension and incubation in fixation buffer were performed, before the pellets were stored in fixation buffer at -20°C. Spreads were made from ~50 cm height to slides tilted by 45°. The slides were allowed to air-dry before stained in 7% Giemsa (v/v, in 10 mM PIPES ph 6.8) at RT for 30 minutes. The slides were then washed 3 times with water, air-dried and mounted. At least 100 metaphases per condition were scored.

### **Sister chromatid exchange assays**

Sister chromatid exchange assays were performed as previously described (Bayani and Squire 2005) with cells cultured in 5 mg/ml BrdU (Sigma-Aldrich) for 40 hours followed by 0.2 µg/ml colchicine for 3 hours. 60 metaphases per condition were scored.

### **Immunofluorescence staining and micronuclei**

Cells were grown on coverslips in six-well plates, fixed in 4% paraformaldehyde and processed as previously described (Kantidakis et al. 2010). The primary antibodies, used in 1:1000 dilution, were: anti-53BP1 (Abcam, ab36823) and anti-γH2AX (Abcam, ab2893 or Millipore, JBW301, 05-636). The secondary antibodies, anti-mouse or anti-rabbit Alexa Fluor 488/594, were purchased by Life Technologies. The coverslips were mounted using Vectashield with DAPI

(Vector Laboratories). For the micronuclei assays, the cells were processed as above and the nuclei were stained with DAPI. The 53BP1 foci were automatically quantified by Cell Profiler (Carpenter et al. 2006).

### **Comparative Genomic Hybridisation (CGH)**

The QIAamp DNA kit (Qiagen) was used to isolate genomic DNA, according to the manufacturer's recommendation. The purity of the DNA was verified to be  $A_{260}/_{280} > 1.8$ , and  $A_{260}/_{230} > 1.9$  by a NanoDrop spectrophotometer (Thermo Scientific). The integrity of DNA was also verified by agarose gel electrophoresis. The mouse CGH experiments were performed and analysed as previously described (Saponaro et al. 2014) using Nimblegen's (Roche) 3x720K mouse arrays. The human CGH experiments were performed using SurePrint G3 Human, 2x400K CGH Microarrays (Agilent) according to manufacturer's recommendation. The arrays were scanned by the Nimblegen MS200 microarray scanning system (Nimblegen-Roche) and the data were analyzed using Agilent Cytogenomics 2.7.11.0 software following the default options.

### **Gene expression microarrays**

Total RNA was extracted from MLL2 F/F and FC/FC cells 1 week after tamoxifen treatment using the RNeasy kit (Qiagen). Three independent biological replicates were employed. Total RNA was reverse transcribed using oligo-dT primers and the cDNA Synthesis System (Roche), according to the manufacturer's recommendations. cDNA labeling, hybridization, and washing of the microarrays were performed according to manufacturer's recommendations using the 12X135K human expression arrays (Nimblegen-Roche). The arrays

were scanned with the Nimblegen MS200 micro-array scanning system and images were processed with Nimblescan according to manufacturer's recommendations (Nimblegen-Roche). The data acquired were then processed using the DNASTar ArrayStar software (DNASTAR).

### **ChIP, ChIP/Re-ChIP, ChIP-Seq and GRO-Seq**

ChIP, ChIP-Seq and GRO-Seq were performed and analyzed as previously described (Core et al. 2008; Saponaro et al. 2014). Three independent ChIP-Seq experiments for F/F as well as FC/FC cells were performed using antibodies against  $\gamma$ H2AX, H2AX, H3K4Me1, H3K4Me2, H3K4Me3, H3, RNAPII and IgG. Two independent GRO-Seq experiments were also performed for F/F as well as FC/FC cells. In order to be able to perform a high-confidence analysis of the regions affected by *MLL2*-mutation, we restricted ourselves to look at those genes that - in both F/F and FC/FC cells - had high coverage for both RNAPII and  $\gamma$ H2AX, as well as for GRO-Seq. A total of 56 ChIP-Seq and GRO-Seq experiments were employed. ChIP/Re-ChIP experiments were performed as previously described (Kantidakis and White 2010). Antibodies against RNAPII were employed in the first ChIP, while antibodies against H3, H3K4Me-1-2-3 were used in the secondary ChIP. The following antibodies were employed: anti- $\gamma$ H2AX (Abcam, ab2893), anti-H3 (Abcam, ab1791), anti-H2AX (Abcam, ab11175), anti-H3K4Me1 (Abcam, ab8895), anti-H3K4Me2 (Abcam, ab32356 or Millipore, 07-030), anti-H3K4Me3 (Abcam, ab8580), anti-mouse IgGs (Sigma-Aldrich, M8642), anti-rabbit IgGs (Sigma-Aldrich, R2004), anti-RNAPII (In house, 4H8), anti-BrdU (Santa Cruz Biotechnology, sc-IIB5). Anti- $\gamma$ H2AX (05-636; Millipore) was used for specificity controls in ChIP experiments.

### **ChIP-Seq and GRO-Seq analysis**

Reads were aligned to the mm10 version of the mouse genome assembly using BWA v0.7.10 (Li and Durbin 2009) with default settings. Resultant SAM files were converted to BAM, sorted and indexed using Samtools v1.2 (Li et al. 2009). Mapped reads were extended 3' to a size of 200bp in a strand-specific manner. GRO-seq read strand information was reversed. A collection of genomic intervals representing Refseq transcripts mapped to the mm10 genomic assembly was downloaded from the UCSC refGene table.

### *RPKM and gene selection*

Reads Per Kilobase per Million (RPKM) scores were calculated for each sample across all transcripts $\pm$ 500bp. These scores were used to generate a matrix of Spearman's correlation coefficients to visualize sample similarity. The Spearman's correlation coefficients ranged from 0.78 to 0.99 among the replicates, with a median of 0.93 among all. 

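Among the H3K4 methylation libraries, replicates of one mark and genotype had Spearman correlations of RPKM across all transcripts of 0.974 to 0.994 (median 0.989, 18 pairs). Correlations were 0.992 to 0.994 among H3K4me2 F/F libraries, 0.987 to 0.991 among H3K4me1 F/F libraries, and 0.9748 to 0.979 among H3K4me3 F/F libraries. In FC/FC cells they were 0.989 to 0.993 for H3K4me2, 0.989 to 0.992 for H3K4me1, and 0.974 to 0.977 for H3K4me3. Pairs of 1 F/F and 1 FC/FC library of the same mark had 0.988 to 0.991 for H3K4me2, 0.977 to 0.989 for H3K4me1, and 0.972 to 0.980 for H3K4me3. These correlations are across transcripts, which are not independent replicates. With only transcripts above an RPKM of 1 in at least 3 libraries, the H3K4me1 correlations were 0.943 to 0.961 in F/F and 0.951 to 0.968 in FC/FC cells. With this filter those of H3K4me2 were 0.989 to 0.996 in F/F and 0.974 to 0.997 in FC/FC cells. Those of H3K4me3 rose to 0.984 to 0.992 in F/F and 0.986 to 0.993 in FC/FC cells.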

A set of actively transcribed genes showing a consistent RPKM >1 across each of the  $\gamma$ H2AX, RNAPII and GRO-seq replicate samples for both F/F and FC/FC cells was selected. The threshold was chosen based on manual inspection of the aligned reads within IGV. Transcripts from duplicate genes and those shorter than 250 bp were discarded. The most damaged genes were chosen as the top 10% of (active) genes in terms of  $\gamma$ H2AX FC/FC to F/F ratio, averaged across replicates.

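All 414 transcripts of Table S4 were found in the H3K4 methylation tables. A column of the authors marks active transcripts there (3677 of the genes kept), and another marks those with high γH2AX, 1 more than Table S4. Among the first genes of Table S4, Sgk1, which encodes a serum- and glucocorticoid-induced kinase, had an H3K4me2 RPKM of 30.6 ± 1.95 (SD, n = 3 libraries) in F/F and 35.3 ± 2.16 (SD, n = 3) in FC/FC cells (log2 fold change 0.20, limma adjusted p = 0.11). Btg2, a p53-regulated antiproliferative gene, had 17.1 ± 0.49 and 19.0 ± 0.91 RPKM (log2 fold change 0.16, limma adjusted p = 0.11). The noncoding RNA gene Malat1 had 16.5 ± 0.44 and 17.7 ± 0.87 RPKM (log2 fold change 0.10, limma adjusted p = 0.23), and the growth factor-induced transcription factor gene Egr1 12.1 ± 0.65 and 12.5 ± 1.44 RPKM (log2 fold change 0.04, limma adjusted p = 0.77). Ctgf, Cyr61, and Thbs1, which encode secreted or matrix proteins, had log2 fold changes of 0.06, 0.08, and 0.10 for H3K4me2. In H3K4me3, 3110039I08Rik had a log2 fold change of -0.05 and Egr1 of 0.16 (limma adjusted p = 0.99 each). None of the genes named here passed the test for any mark, although 3110039I08Rik did for H3K4me1 with libraries paired by the order of their numbers (adjusted p = 0.035), and 1700120K04Rik was too low to be tested. The list holds 35 of 79 ribosomal protein genes, 21 of 26 actin cytoskeleton genes, and 16 of 26 immediate early genes of the lists used here.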

### *Peak calling*

Peaks were called against a control using MACS v1.4.2 (Zhang et al. 2008) with the following settings: --gsize (mm), --mfold (8,30), --pvalue (0.00001). 

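H3K4me2 peaks numbered 66439 ± 4179 (SD, n = 3 libraries) in F/F and 57597 ± 1309 (SD, n = 3) in FC/FC cells, with all FC/FC libraries below all F/F libraries (exact permutation test, p = 0.1). The difference lay mainly beyond 5 kb of a TSS, where 46003 ± 3542 and 38392 ± 730 peaks were found (SD, n = 3 each; exact p = 0.1), against 20408 ± 694 and 19178 ± 692 within 5 kb (SD, n = 3 each; exact p = 0.2). The genome covered by H3K4me2 peaks was 125583 ± 7260 kb and 119002 ± 12714 kb (SD, n = 3 each; exact p = 0.6). H3K4me1 peaks numbered 101054 ± 19609 and 93604 ± 6590 (SD, n = 3 each; exact p = 0.7), a difference that turned to 2354 more in FC/FC cells without library NGS-6277 (exact p = 0.9). H3K4me3 peaks numbered 18135 ± 578 and 17699 ± 584 (SD, n = 3 each; exact p = 0.5). The share of peaks beyond 5 kb of a TSS was 74.0% ± 1.40 and 71.7% ± 0.65 for H3K4me1 (exact p = 0.1), 69.2% ± 1.02 and 66.7% ± 0.59 for H3K4me2 (exact p = 0.1), and 28.5% ± 1.35 and 26.9% ± 0.82 for H3K4me3 (exact p = 0.3; SD, n = 3 each). Peaks were called by the authors in each library separately, so their number also depends on the depth of that library and of its H3 library.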

Histone (H3K4Me1, H3K4Me2, H3K4Me3 and  $\gamma$ H2AX) peaks were called against H3 controls, while RNAPII peaks were called against IgG controls. Peaks overlapping blacklisted regions identified by the ENCODE and modENCODE consortia were eliminated from further analysis (Consortium 2012).

#### *Peak profiles >5kb from TSS*

A collection of intervals representing the intersect of peaks called in all three H3K4Me1 replicates, and that lay more than 5kb from the nearest TSS, was used to profile F/F and FC/FC H3K4Me1 samples. 

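The intersection of the peaks of the 3 H3K4me1 libraries, over 5 kb from a TSS, gave 72067 regions in F/F cells (median width 1023 bp, 97495 kb in all) and 60690 in FC/FC cells (median width 1257 bp, 97619 kb in all). The methods text does not name the genotype whose libraries were intersected, so each set was also used alone. Over the F/F regions, 62.4% ± 3.45 had an H3K4me2 peak in F/F and 53.3% ± 4.04 in FC/FC cells (SD, n = 3 libraries each). Over the FC/FC regions these shares were 66.5% ± 3.62 and 56.8% ± 3.53, and over the 63821 regions called in all 6 libraries 69.5% ± 3.59 and 59.8% ± 4.45 (SD, n = 3 each). H3K4me3 peaks lay at 5.65% ± 0.47 and 4.78% ± 0.22 of the F/F regions and at 6.51% ± 0.49 and 5.59% ± 0.18 of the FC/FC regions (SD, n = 3 each). All FC/FC libraries lay below all F/F libraries in each of these sets (exact permutation test, p = 0.1). For H3K4me1 a set from one genotype fixes the outcome: FC/FC libraries had a peak at 91.8% ± 1.33 of the F/F regions, and F/F libraries at 94.0% ± 2.95 of the FC/FC regions (SD, n = 3 each).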

Each peak was split into 100 equally sized bins. Sample read depth was normalized to 20 million and coverage within each bin of each peak was calculated. Subsequently, a mean across the same bin from all peaks were used to generate an average peak profile. This profile was averaged across biological replicates.

#### *TSS profiles*

Base pair level coverage was calculated across a set of unique Transcription Start Sites (TSS) $\pm$ 2kb, then normalized to a depth of 20 million reads. The mean normalized read-depth over each bp position was used to construct an average profile plot. Sample level profiles were subsequently averaged across biological replicates.

#### *HCT116 cells*

BigWig files representing MLL2 (GSM1240109) (Hu et al. 2013) and RNAPII (GSM803474) (Gertz et al. 2013) ChIP-seq data generated from HCT116 cells were downloaded from GEO. Coverages for 3804 human house-keeping genes, identified by (Eisenberg and Levanon 2013) as being expressed uniformly across a panel of tissues, were extracted and submitted to the same binning as described above. Each gene's binned coverage was converted to a z-score. A mean was taken across the two RNAPII replicates.

### *Enrichment*

The genomic association tester (GAT) (Heger et al. 2013) was used to assess the enrichment of nucleotide overlaps between ChIP-Seq peaks and a range of genomic features: transcripts, TSS $\pm$ 2kb and intergenic regions. Merged BAM files representing aligned reads for each replicate group were used as input. The background workspace was defined as the genome minus any gap regions or regions unmappable with 51 bp reads. 10000 simulations were run for each sample. The division of peaks between the three feature sets was presented as a pie chart, while the log ratio of observed relative to the expected peaks per feature overlaps were presented as a barplot.

### **Ion Torrent sequencing and analysis**

The Ion Ampliseq designer (Life Technologies) was used to design the primers. The human and mouse genes targeted are shown in table S5. The primers were purchased by Life Technologies and the libraries were prepared and sequenced according to the manufacturer's instructions using the Ion PGM system (Life Technologies). Ion Torrent reads for mouse and human samples were mapped

to mm10 and hg19 reference sequences respectively, using the Ion Torrent optimized aligner Tmap (<https://github.com/iontorrent/TMAP>) with default settings. Putative somatic variants were called using VarScan 2.3.6 (Koboldt et al. 2012) with default settings, and post-processing by the processSomatic jar included with the VarScan suite. Variants determined to be somatic were extracted. Candidate variants of interest were 'manually reviewed' by examination of the associated bam files using IGV (Robinson et al. 2011). For all somatic variants, total coverage and variant allele frequencies were extracted from the bam files for all samples and a Fisher's exact test applied to these data to supplement the SomaticP values provided by VarScan for those samples in which the variant is called. The variants were selected to have  $p < 0.001$  compared to the somaticP. All analyses were performed using R 3.0.2 except where noted.

## References

- Aygun O, Svejstrup J, Liu Y. 2008. A RECQ5-RNA polymerase II association identified by targeted proteomic analysis of human chromatin. *Proceedings of the National Academy of Sciences of the United States of America* **105**: 8580-8584.
- Bayani J, Squire JA. 2005. Sister chromatid exchange. *Current protocols in cell biology / editorial board, Juan S Bonifacino [et al]* **Chapter 22**: Unit 22 27.
- Carpenter AE, Jones TR, Lamprecht MR, Clarke C, Kang IH, Friman O, Guertin DA, Chang JH, Lindquist RA, Moffat J et al. 2006. CellProfiler: image analysis software for identifying and quantifying cell phenotypes. *Genome biology* **7**: R100.
- Consortium EP. 2012. An integrated encyclopedia of DNA elements in the human genome. *Nature* **489**: 57-74.
- Core LJ, Waterfall JJ, Lis JT. 2008. Nascent RNA Sequencing Reveals Widespread Pausing and Divergent Initiation at Human Promoters. *Science* **322**: 1845-1848.
- Eisenberg E, Levanon EY. 2013. Human housekeeping genes, revisited. *Trends in genetics : TIG* **29**: 569-574.

Gertz J, Savic D, Varley KE, Partridge EC, Safi A, Jain P, Cooper GM, Reddy TE, Crawford GE, Myers RM. 2013. Distinct properties of cell-type-specific and shared transcription factor binding sites. *Molecular cell* **52**: 25-36.

Heger A, Webber C, Goodson M, Ponting CP, Lunter G. 2013. GAT: a simulation framework for testing the association of genomic intervals. *Bioinformatics* **29**: 2046-2048.

Hu D, Gao X, Morgan MA, Herz HM, Smith ER, Shilatifard A. 2013. The MLL3/MLL4 branches of the COMPASS family function as major histone H3K4 monomethylases at enhancers. *Molecular and cellular biology* **33**: 4745-4754.

Kantidakis T, Ramsbottom BA, Birch JL, Dowding SN, White RJ. 2010. mTOR associates with TFIIC, is found at tRNA and 5S rRNA genes, and targets their repressor Maf1. *Proceedings of the National Academy of Sciences of the United States of America* **107**: 11823-11828.

Kantidakis T, White RJ. 2010. Dr1 (NC2) is present at tRNA genes and represses their transcription in human cells. *Nucleic acids research* **38**: 1228-1239.

Koboldt DC, Zhang Q, Larson DE, Shen D, McLellan MD, Lin L, Miller CA, Mardis ER, Ding L, Wilson RK. 2012. VarScan 2: somatic mutation and

copy number alteration discovery in cancer by exome sequencing.  
*Genome research* **22**: 568-576.

Lekomtsev S, Guizetti J, Pozniakovsky A, Gerlich DW, Petronczki M. 2010.  
Evidence that the tumor-suppressor protein BRCA2 does not regulate  
cytokinesis in human cells. *Journal of cell science* **123**: 1395-1400.

Li H, Durbin R. 2009. Fast and accurate short read alignment with Burrows-  
Wheeler transform. *Bioinformatics* **25**: 1754-1760.

Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis  
G, Durbin R, Proc GPD. 2009. The Sequence Alignment/Map format and  
SAMtools. *Bioinformatics* **25**: 2078-2079.

Robinson JT, Thorvaldsdottir H, Winckler W, Guttman M, Lander ES, Getz G,  
Mesirov JP. 2011. Integrative genomics viewer. *Nat Biotechnol* **29**: 24-26.

Saponaro M, Kantidakis T, Mitter R, Kelly GP, Heron M, Williams H, Soding J,  
Stewart A, Svejstrup JQ. 2014. RECQL5 controls transcript elongation  
and suppresses genome instability associated with transcription stress.  
*Cell* **157**: 1037-1049.

Zhang Y, Liu T, Meyer CA, Eeckhoutte J, Johnson DS, Bernstein BE, Nusbaum  
C, Myers RM, Brown M, Li W et al. 2008. Model-based analysis of ChIP-  
Seq (MACS). *Genome biology* **9**: R137.

How the deposited data were processed for this re-analysis (not part of the article)

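ChIP-seq of H3K4me1, H3K4me2, and H3K4me3 in immortalized MEFs was analysed in 18 libraries, 3 of F/F cells and 3 of FC/FC cells for each mark. The other 34 of the 52 samples of the study, among them H3, γH2AX, and RNAPII libraries, were not used here. The authors called bases with CASAVA 1.4, aligned reads to mm10 with BWA 0.7.10, and deposited RPKM over RefSeq transcripts extended by 500 bp on each side. They also deposited peaks called with MACS 1.4.2, each library against an H3 library shared by the marks of that culture set. In these lists, as deposited, the score of a peak is -10 times the log10 of the p-value that MACS gave it, with a minimum of 50, and is not comparable between libraries of different depth. Whether the peak lists were taken before or after the removal of blacklisted regions is not stated, and no such regions were removed here.

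The RPKM tables hold transcripts of 24286 gene symbols. In each library, the deposited RPKM multiplied by the extended transcript length gave whole multiples of 1 step, from which the reads were recovered (100% of values within 0.01 read). The totals ran from 26714377 reads in an H3K4me1 library to 49990775 in an H3K4me2 library. No pair of libraries was identical. Transcripts under 250 bp (1352) were left out and 1 transcript was kept per gene, that of Table S4 where the gene is in it and otherwise the longest, which left 23043 genes.

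Genes with RPKM above 1 in at least 3 of the 6 libraries of a mark were tested on log2(RPKM + 0.1) with limma 3.58.1 in R 4.3.3 (moderated t-tests with a mean-variance trend, Benjamini-Hochberg adjusted p under 0.05 over all genes tested for the mark). Medians over gene groups, numbers of peaks, and shares of regions were computed per library and compared by exact two-sided permutation tests of 3 libraries against 3, with a smallest p of 0.1. The difference between marks was tested by permuting the genotype over culture sets. The most damaged genes were compared with 10000 random lists of genes with H3K4me3, matched on deciles of length and level. Gene lists were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, adjusted over the lists of a mark. Distal regions were intersected with bedtools 2.31.1, with an overlap of at least 1 bp, over 5 kb from the TSS of every transcript in the tables. Regions were merged over the 6 libraries of a mark and counted as lost when all 3 F/F and no FC/FC libraries had a peak, and as gained in the reverse case. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9.

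Genes named were, per mark, the 10 with the largest change among those that passed with no overlap between the genotypes, the mouse genes the paper names, the first 10 genes of Table S4, and the tested members with the smallest p in each direction of each list. Regions named were those with the highest mean score among the lost and the gained distal regions. The lists were the most damaged genes, histone genes, the genes up and down in Table S3, the genes of the targeted sequencing, and lists written by hand of ribosomal protein, p53 target, DNA repair, actin cytoskeleton, immediate early, fibroblast matrix, imprinted, Hox, H3K4 methyltransferase complex, H3K4 demethylase, and control genes, and of adipogenic, myogenic, epithelial, haematopoietic, endothelial, and neural genes. The lists and the rule for naming genes were set before the data were examined.

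Alternatives were pseudocounts of 0.01 and 1, no filter on RPKM, the shortest transcript per gene, quantile normalization, centring on library medians, moderation without a trend, a single fit of all 18 libraries, peaks with a score of at least 100, the same number of top-scoring peaks per library, 2 kb in place of 5 kb, an overlap of 50% of the region, other sets of distal regions, and leaving out each library in turn. Limma-voom on the recovered reads, a replicate block by the order of library numbers, the genes marked active by the authors, and the gene lists under other scalings and without the filter were added after the data had been seen. The limma test was also run on simulated libraries with the spread of the data, in which 200 genes per mark were changed.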

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

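The tests of 1 scale factor per library and of the number of peaks were chosen only after the result was seen. The test of the histone gene cluster was planned for the 3 marks together, and its division by mark and its bootstrap intervals were chosen after the ratios were seen. The paper reports on potential enhancers and on profiles over active genes, but gives no number of genes changed or of regions lost and gained.

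H3K4me2 was lower at 154 genes and higher at 58 genes in FC/FC cells (limma), and with 10 splits of the 6 libraries into 3 and 3, too few for a share under 0.05, the real split called 212 genes and the highest other 913, and 2 splits, the real one included, called as many as the real one. That other split sets libraries NGS-6278, NGS-6294, and NGS-6282 against NGS-6286, NGS-6290, and NGS-6298 and points to a structure of the samples that does not follow the genotype. For H3K4me3, where limma called none (338 genes at an unadjusted p under 0.05, and none by limma-voom), a split of NGS-6279, NGS-6283, and NGS-6299 against the others called 1838 genes, which also points to such a structure. Both splits keep together the first F/F and FC/FC libraries in the order of their numbers, and likewise the second, and with this order as a replicate block limma called 32 higher and 165 lower for H3K4me2 and 22 and 26 for H3K4me3. For H3K4me1, limma called none in the real split (703 by limma-voom) and none in any other, so these counts compare nothing, while 2142 genes had an unadjusted p under 0.05 in the real split and at most 825 in any other.

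H3K4me2 was higher over the genes with H3K4me3 but not over the others. The marked genes minus those without H3K4me3 differed by 0.14 more in FC/FC cells (3.32 in F/F and 3.46 in FC/FC, exact p = 0.1), beyond the largest range within a genotype of 0.059, which argues against 1 scale factor per library. The change rose with the level of the gene (Spearman correlation 0.19), from a median of 0.04 in the genes with the lowest level to 0.09 in those with the highest, as a stronger pull-down in the FC/FC libraries would give. Pull-down and genotype go together in these libraries and cannot be told apart.

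Histone genes had median log2 fold changes of 0.20 for H3K4me1, 0.17 for H3K4me2, and 0.19 for H3K4me3, and the paper discusses H3K4 methylation of these genes for no mark. The lowest percentile of the 3 marks among length- and level-matched lists was 100 (matched medians 0.04, 0.09, and 0.02), which argues against gene level. Histone genes are very short (Hist1h2ai 448 bp). Whether the matched genes came close to such a length was not tested, so gene length stays open. These percentiles reflect the choice of genes and not the spread between libraries. Other genes inside the cluster on chromosome 13 changed by 15.0% of the histone genes for H3K4me1 (3 genes, 95% interval 9.28 to 113.7), 68.5% for H3K4me2 (9 genes, 28.3 to 112.2), and 11.3% for H3K4me3 (8 genes, -39.2 to 47.2). A shift of the whole cluster is therefore argued against for H3K4me3 and stays open for the other marks, for which the intervals include it, while histone genes on other chromosomes also had positive medians of 0.11, 0.12, and 0.17. Reads shared between near-identical copies, the tamoxifen treatment, and an effect of MLL2 were not tested, so no biological explanation can be preferred.

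More distal H3K4me2 regions were lost (1362) than gained (54), a ratio of 25.2, and 181 promoter regions were lost and 21 gained. With the same number of top-scoring peaks per library the ratio for distal regions was 1.04, and 59 promoter regions were lost and 109 gained, but equal numbers would balance a true loss as well, so the number of peaks called and a loss of the mark cannot be told apart by this test. Noise of the H3K4me2 libraries alone is argued against: the 378 genes that hold a lost region had a median H3K4me1 change of -0.09, against -0.04 in matched genes (95% between -0.05 and -0.03, percentile 0), while for H3K4me3 the change of 118 such genes was -0.01 (percentile 16.4). With scores of at least 100, 1206 distal regions were lost and 31 gained, so the imbalance is not confined to peaks with lower scores, but what lowered the number of H3K4me2 peaks in FC/FC cells stays open, and an effect of MLL2 was not tested. With 10 splits too few for a share under 0.05, the real split gave 1416 distal and 202 promoter H3K4me2 regions lost or gained and the highest others 700 and 128, so that only 1 split, the real one, gave as many.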

How the results depend on the processing

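The comparison with limma-voom, the replicate block, that with the genes the authors mark as active, and those of the gene lists under quantile normalization, centring, and no filter on RPKM were tests chosen after the data had been seen. The other choices were made before the data were examined.

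The labels pair no F/F with an FC/FC library. Paired by the order of library numbers, the deviations from the genotype means correlated by 0.54, 0.28, and 0.44 in the 3 pairs for H3K4me1, by 0.59, 0.71, and -0.49 for H3K4me2, and by 0.63, 0.72, and -0.22 for H3K4me3. Each H3K4me1 library correlated best with its own pair, which did not hold for all libraries of H3K4me2 and H3K4me3, so the pairing is a hint from the data and not part of the design. With this order as a replicate block, limma called 692 H3K4me1 genes higher and 1106 lower, 32 and 165 for H3K4me2 (141 of the 212 shared), and 22 and 26 for H3K4me3. The most damaged minus other marked genes for H3K4me1 went from 0.777 to 0.788, from 0.752 to 0.763, and from 0.741 to 0.767 in the 3 pairs, and 3 pairs are too few for an exact test to pass.

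The log2 difference of the 414 most damaged genes kept its direction in 18 of 18 values without 1 library and in 21 of 21 other values. The most damaged minus other marked genes did so in 18 of 18 and 23 of 24 values, the exception being H3K4me1 with the mean over genes (-0.0078). Over the genes with H3K4me3, the H3K4me2 difference turned to -0.034 without a filter on RPKM, where all genes kept replace the marked genes, and the H3K4me3 difference to -0.0020 with centring. The latter ran from -0.0062 without library NGS-6287 to 0.028 without library NGS-6291. Without the filter, H3K4me1 over genes longer than 20 kb was 0.035, H3K4me2 -0.088 under 5 kb and -0.024 over 20 kb, and H3K4me3 -0.012 under 5 kb and -0.0051 over 20 kb. Over 20 kb, quantile normalization gave -0.0087 for H3K4me2 and -0.011 for H3K4me3, centring -0.035 and -0.0084, and the active genes 0.0049 for H3K4me1. H3K4me3 over 20 kb ran from -0.00035 without library NGS-6299 to 0.0098 without library NGS-6291. The percentile of the most damaged genes among matched lists rose to 100 for H3K4me1 with matching on level only. The difference of H3K4me3 minus H3K4me2 ran from -0.0051 without culture set NGS-6292 to 0.0074 without NGS-6300. The lowest replicate correlation was 0.943 for transcripts above an RPKM of 1. For these the cause was not tested, apart from the change of genes without a filter.

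Counts of changed genes depended on the processing. H3K4me1 genes, none by limma as tested (2142 at an unadjusted p under 0.05), were 16 higher and 71 lower with centring, 15 and 60 with quantile normalization, 119 and 584 by limma-voom, 127 and 149 in a single fit of all 18 libraries, and 1 lower among the active genes. H3K4me2 genes were 27 higher and 406 lower with centring (181 of the 212 shared), 27 and 337 with quantile normalization (179 shared), 104 and 261 by limma-voom (175 shared), 129 and 306 in the single fit (175 shared), 0 and 0 among the active genes, and 383 lower without a filter. Without 1 library, higher ranged from 0 (without NGS-6290, among others) to 2114 (without NGS-6282) and lower from 0 (without NGS-6294) to 847 (without NGS-6282). H3K4me3 genes were 7 higher and 23 lower in the single fit and ranged from 0 (without NGS-6283, among others) to 1 lower (without NGS-6291). The cause was not tested.

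Calls of gene lists by camera ended most often with an estimated correlation. For H3K4me1 the adjusted p was then 0.37 for the most damaged genes, 0.24 for p53 targets, and 0.36 for both the genes down in Table S3 and the targeted sequencing genes. For H3K4me2 it was 0.50 for histone, 0.076 for most damaged, 0.33 for p53 target, 0.57 for both ribosomal protein and Table S3 down, and 0.47 for targeted sequencing genes. For H3K4me3 it was 0.20 for both histone and Table S3 down, 0.21 for both imprinted and Table S3 up, 0.15 for both p53 target and targeted sequencing, and 0.74 for ribosomal protein genes. In some of these ended calls the estimated correlation lay below the preset 0.01, as for H3K4me2 of most damaged (0.0036) and p53 target genes (-0.025). A higher correlation does not account for those. In others it lay above, as for H3K4me2 of histone (0.19) and ribosomal protein genes (0.28). Quantile normalization ended the H3K4me2 calls of most damaged (0.30), p53 target (0.082), ribosomal protein (0.063), and targeted sequencing genes (0.096). Without a filter, H3K4me1 calls ended for most damaged (0.77), p53 target (0.14), and targeted sequencing genes (0.17) and began for actin cytoskeleton (0.049) and epithelial genes (7.39e-04). H3K4me2 calls then began for control (0.031), DNA repair (0.015), epithelial and H3K4 methyltransferase complex (0.015 each), and Hox genes (0.035), and the H3K4me3 call for most damaged genes (0.032). Among the active genes, H3K4me1 calls ended for most damaged and Table S3 down (0.95 each), p53 target (0.38), and targeted sequencing genes (0.14) and began for actin cytoskeleton (0.013) and fibroblast matrix genes (0.012). There, the H3K4me2 call began for fibroblast matrix (0.0096) and ended for Table S3 down genes (0.91), and H3K4me3 calls ended for Table S3 down genes (0.19) and, with the direction turned, imprinted genes (0.59). Of 262 values, 220 stayed on their side, 30 were weaker, 11 stronger, and 1 reversed. The cause was not tested.

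With the same number of top-scoring peaks, the difference in the number of peaks is 0 by construction for each mark. H3K4me1 peaks differed by 2354 without library NGS-6277 and by -17254.5 without NGS-6285. The share of distal regions with an H3K4me1 peak differed by 5.98 points over the FC/FC regions and by 0 over the regions of all 6 libraries, by construction, and the shares for the 3 marks kept their direction in 18 of 18 values without 1 library.

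Regions lost or gained rise when a library is left out, since fewer then have to meet the rule. Distal H3K4me1 regions lost ranged from 1202 (without NGS-6289) to 2588 (without NGS-6285) and gained from 436 (without NGS-6285) to 925 (without NGS-6293), and with scores of at least 100 were 502 and 156. As called, 131 promoter H3K4me1 regions were lost and 219 gained, so more were gained than lost, unlike for H3K4me2 (181 and 21). Promoter H3K4me1 regions lost ranged from 215 (without NGS-6293) to 461 (without NGS-6285). Those gained ranged from 334 (without NGS-6285) to 772 (without NGS-6293), with 329 at scores of at least 100 and 377 with the same number of peaks. Distal H3K4me2 regions lost ranged from 1669 (without NGS-6294) to 3146 (without NGS-6286) and gained from 91 (without NGS-6286) to 226 (without NGS-6282). They were 382 and 366 with the same number of peaks, and 31 were gained at scores of at least 100. Promoter H3K4me2 regions lost ranged from 210.0 (without NGS-6294) to 400.0 (without NGS-6286) and gained from 28 (without NGS-6286) to 68 (without NGS-6294). They were 59 and 109 with the same number of peaks, and 13 were gained at scores of at least 100. Distal H3K4me3 regions lost ranged from 122 (without NGS-6299) to 213 (without NGS-6287) and gained from 11 (without NGS-6287) to 45 (without NGS-6291). They were 36 and 11 with the same number of peaks, and 39 were lost at scores of at least 100. Promoter H3K4me3 regions lost ranged from 27 (without NGS-6295) to 50 (without NGS-6287) and gained from 10 (without NGS-6287) to 69 (without NGS-6291). They were 12 and 20 with the same number of peaks, and 10 were lost at scores of at least 100.

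For 53 single gene and mark results, 245 of 318 values without 1 library and 553 of 572 other values stayed on their side, 33 and 1 were weaker, 3 and 7 stronger, and 37 and 11 changed the sign of a value that had not passed. None of the called values reversed. With 3 libraries a group no exact test can give a p below 0.1. In simulated libraries limma recovered 31% of H3K4me2 changes of 0.25 on the log2 scale, a rate that need not hold where libraries share structure.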

Differences from the paper's values

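The lowest Spearman correlation among replicates was 0.974 over the 18 H3K4 methylation pairs, against the paper's 0.78, and the median was 0.989, against the paper's 0.93. The paper's values cover all its experiments, a wider group than the 3 marks here. With only transcripts above an RPKM of 1 in at least 3 libraries, the alternative set before the data were examined, the values were 0.943 and 0.985 and also differ from the paper's. No alternative that was run reaches the paper's values.

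The paper shows H3K4me3 normalized to H3 lower in FC/FC than in F/F cells over all active genes near the TSS, about 11 against about 12 in Supplemental Fig. S9B, read by eye. Here, without H3 and over whole transcripts, the median over the genes with H3K4me3 was 0.01 higher on the log2 scale (exact p = 0.6), and it was -0.0020 with libraries centred on their medians.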

Other observations

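Ribosomal protein genes had positive median log2 fold changes for H3K4me1 and H3K4me2 and a negative one for H3K4me3. For H3K4me2, 79 of 79 genes were positive with a median log2 fold change of 0.14 (76 with libraries centred and 68 after quantile normalization), for H3K4me1 66 of 78 with 0.11, and for H3K4me3 16 of 79 with -0.04. Over library medians, H3K4me3 minus H3K4me2 differed by -0.22 (permutation of culture sets, p = 0.1). Rpl37 had a log2 fold change of 0.29 for H3K4me1 (limma adjusted p = 0.079) and Rpl36a of 0.21 for H3K4me2 (limma adjusted p = 0.072). No ribosomal protein gene passed with limma, adjusted over the list alone, or by limma-voom, and 21 of 78 for H3K4me1 and 34 of 79 for H3K4me2 were higher with no overlap between the genotypes, against 1017 of 8565 and 2720 of 9986 over all genes tested. With camera the adjusted p was 4.88e-08 for H3K4me1 (adjusted p = 0.035 with an estimated correlation), 4.46e-06 for H3K4me2 (adjusted p = 0.57 with an estimated correlation), and 5.24e-04, downward, for H3K4me3 (adjusted p = 0.74 with an estimated correlation). Of these genes 35 are among the most damaged.

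p53 target genes had positive median log2 fold changes for all 3 marks, of 0.09 for H3K4me1 (14 of 18 positive), 0.15 for H3K4me2 (21 of 22; 18 centred and 16 after quantile normalization), and 0.07 for H3K4me3 (17 of 21). By library medians, the differences were 0.12 and 0.17 for H3K4me1 and H3K4me2 (exact p = 0.1 each, the smallest possible), but 0.02 for H3K4me3 (exact p = 1), where no FC/FC library lay above all F/F libraries. Trp53inp1, a p53-inducible gene, rose for H3K4me2 from 2.03 ± 0.03 to 2.71 ± 0.23 RPKM (SD, n = 3 libraries each; log2 fold change 0.40, limma adjusted p = 0.037), and Mdm2, which encodes a ubiquitin ligase for p53, went from 4.12 ± 0.37 to 5.40 ± 0.66 RPKM without passing (log2 fold change 0.38, adjusted p = 0.087; 0.034 with libraries paired by the order of their numbers). Cdkn1a had 0.15 (adjusted p = 0.16). By camera the adjusted p was 0.015, 0.013, and 5.24e-04 for the 3 marks (adjusted p = 0.24, 0.33, and 0.15 with an estimated correlation).

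Several changes of H3K4me2 lay in genes of other lists. Crabp2, which encodes a retinoic acid binding protein, fell from 6.13 ± 0.21 to 3.82 ± 0.09 RPKM (SD, n = 3 each; log2 fold change -0.67, limma adjusted p = 0.0032). Cdh1, the gene for E-cadherin, fell by 0.49 on the log2 scale (adjusted p = 0.033) and Mmp2, which encodes a gelatinase, by 0.34 (adjusted p = 0.030). Hoxc13 rose by 0.39 (adjusted p = 0.046) and Rgs4, a regulator of G-protein signalling, by 0.48 (adjusted p = 0.042). The higher calls here and of Trp53inp1 were lost without any one of the H3K4me2 libraries other than NGS-6282, when no gene passed as higher, and the lower calls of Cdh1 and Mmp2 were lost in the same 5 cases, while that of Crabp2 was lost without NGS-6294 alone (adjusted p = 0.053).

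Genes down in Table S3 ranked lower by camera for H3K4me1 (adjusted p = 0.0063), H3K4me2 (3.34e-04), and H3K4me3 (0.0023), but none did with an estimated correlation (adjusted p = 0.36, 0.57, and 0.20). Of them 3 were lower and none higher for H3K4me2 with limma, and 7 lower and 1 higher when adjusted over the list alone. Genes up in Table S3 had an adjusted p of 0.044 for H3K4me3 (4 genes; adjusted p = 0.21 with an estimated correlation), 0.36 for H3K4me1, and 0.36 for H3K4me2. The targeted sequencing genes ranked higher for H3K4me1 (0.0063), H3K4me2 (0.0022), and H3K4me3 (3.51e-07), and none with an estimated correlation (adjusted p = 0.36, 0.47, and 0.15), and 18 of the 24 are histone genes. These lists were chosen by the study on the same cells and are not independent evidence. Imprinted genes ranked higher for H3K4me3 (adjusted p = 0.0038; 0.21 with an estimated correlation), with 7 of 8 genes positive, and not for H3K4me1 (0.89) or H3K4me2 (0.62).

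The change of a mark was set against the change of the transcript in Table S3. The Spearman correlation was 0.38 for H3K4me1 (30 genes, permutation p = 0.036, adjusted p = 0.11), 0.27 for H3K4me2 (26 genes, p = 0.19, adjusted p = 0.19), and 0.38 for H3K4me3 (18 genes, p = 0.12, adjusted p = 0.18). Without the 2 genes with the most extreme transcript changes it was 0.26, 0.088, and 0.37. The Pearson correlation was 0.37, 0.41, and 0.49 (permutation p = 0.044, 0.035, and 0.035, adjusted p = 0.044 each), and it fell to 0.21, 0.21, and 0.40 without these 2 genes. The condition set before the data were examined took an unadjusted p under 0.05 of the Spearman correlation as a relation and a higher one as none. H3K4me1 alone met it, but its value did not pass once adjusted over the 3 marks, and a missed threshold excludes no relation, so the question is left open for each mark.

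The remaining lists did not pass with camera for any mark. For H3K4me1, H3K4me2, and H3K4me3 in turn, the adjusted p was 0.49, 0.91, and 0.64 for actin cytoskeleton, 0.15, 0.44, and 0.29 for control, 0.45, 0.16, and 0.17 for DNA repair, 0.49, 0.16, and 0.90 for fibroblast matrix, 0.61, 0.16, and 0.29 for H3K4 methyltransferase complex, 0.48, 0.36, and 0.42 for Hox, and 0.35, 0.67, and 0.27 for immediate early genes. For H3K4me1 and H3K4me2 it was 0.35 and 0.47 for adipogenic, 0.35 and 0.15 for epithelial, 0.49 and 0.36 for haematopoietic, and 0.35 and 0.47 for neural genes. Myogenic genes had 0.47 for H3K4me2 and H3K4 demethylase genes 0.90 for H3K4me3. Endothelial genes, with at most 2 genes tested, were too few, as were the remaining combinations.

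By length, H3K4me1 differed by 0.04 under 5 kb, 0.02 from 5 to 20 kb, and -0.04 over 20 kb on the log2 scale (exact p = 0.2, 0.4, and 0.1). H3K4me2 differed by 0.08, 0.09, and 0.02 (exact p = 0.1, 0.1, and 0.2) and H3K4me3 by 0.04, 0.02, and 0.0052 (exact p = 0.4, 0.4, and 0.5). Splits of the H3K4me1 and H3K4me3 libraries, too few for a share under 0.05, gave 1047 distal H3K4me1 regions lost or gained against 1178 in the highest other (2 splits as large), 350.0 promoter regions against 281 (1 split), 92 distal H3K4me3 regions against 76 (1 split), and 28 promoter regions against 75 (3 splits).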
